# Single cell transcriptomics of mouse kidney transplants reveals a myeloid cell pathway for transplant rejection

**DOI:** 10.1172/jci.insight.141321

**Published:** 2020-10-15

**Authors:** Anil Dangi, Naveen R. Natesh, Irma Husain, Zhicheng Ji, Laura Barisoni, Jean Kwun, Xiling Shen, Edward B. Thorp, Xunrong Luo

**Keywords:** Immunology, Transplantation, Bioinformatics, Macrophages, Organ transplantation

## Abstract

Myeloid cells are increasingly recognized as major players in transplant rejection. Here, we used a murine kidney transplantation model and single cell transcriptomics to dissect the contribution of myeloid cell subsets and their potential signaling pathways to kidney transplant rejection. Using a variety of bioinformatic techniques, including machine learning, we demonstrate that kidney allograft–infiltrating myeloid cells followed a trajectory of differentiation from monocytes to proinflammatory macrophages, and they exhibited distinct interactions with kidney allograft parenchymal cells. While this process correlated with a unique pattern of myeloid cell transcripts, a top gene identified was *Axl*, a member of the receptor tyrosine kinase family Tyro3/Axl/Mertk (TAM). Using kidney transplant recipients with *Axl* gene deficiency, we further demonstrate that Axl augmented intragraft differentiation of proinflammatory macrophages, likely via its effect on the transcription factor Cebpb. This, in turn, promoted intragraft recruitment, differentiation, and proliferation of donor-specific T cells, and it enhanced early allograft inflammation evidenced by histology. We conclude that myeloid cell *Axl* expression identified by single cell transcriptomics of kidney allografts in our study plays a major role in promoting intragraft myeloid cell and T cell differentiation, and it presents a potentially novel therapeutic target for controlling kidney allograft rejection and improving kidney allograft survival.

## Abstract 2

In a murine model of allogeneic kidney transplantation, single-cell transcriptomics identifies that myeloid cell Axl expression promotes allograft rejection by inducing inflammatory macrophage differentiation.

## Introduction

Adaptive immunity focusing on T cell biology has dominated studies of transplant rejection in the past several decades. However, innate immunity has recently become recognized as an important player in transplantation (1–4), demonstrating previously unidentified roles in promoting ischemic reperfusion injuries (5), priming adaptive immune responses (1, 6), or perpetuating chronic rejection (7). Among innate immune cells, tissue macrophages have been shown to influence organ homeostasis and defense (8). Specifically, kidney macrophages have been characterized both transcriptionally (9) and functionally (10, 11), and they are implicated in numerous kidney disease processes, including nephritis (12), acute kidney injury (13), and kidney fibrosis (14). It has also been shown that, during an episode of acute cell–mediated rejection, kidney allografts are typically heavily infiltrated with macrophages in addition to T lymphocytes (15, 16) — a finding corroborated by the association of macrophage and dendritic cell–specific transcriptomes with T cell–mediated rejection (17). These data, thus, suggest a potential role of intragraft macrophages in shaping the host immune response to the transplanted kidneys (18).

To this point, most studies of innate immunity in transplantation have relied on specific cellular and genetic tools to test a priori hypotheses in transplantation models. However, recent developments in the single cell RNA sequencing (scRNA-seq) technology (19, 20) have made it possible to simultaneously interrogate, in parallel and in an unbiased fashion, cellular signaling and function at individual cell levels and, additionally, to identify potentially novel cell-to-cell interactions through profiling receptor and ligand transcriptomics of individual cells (21, 22). Armed with this technology, we examined distinct innate cell-specific transcriptomes present in rejecting versus tolerized kidney allografts in a murine allogeneic kidney transplant model. For transplantation tolerance induction, we used an established experimental regimen in which robust donor-specific tolerance is induced by peritransplant recipient infusions of donor splenocytes (SP) treated with a chemical cross-linker ethylenecarbodiimide (ECDI-SP) (23, 24). Applying scRNA-seq to this model, we identified myeloid cell transcripts, myeloid cell–kidney cell interactions, and intragraft myeloid cell differentiation trajectories that distinguish kidney allograft rejection from tolerance.

Among the top genes identified in our study was the receptor tyrosine kinase (RTK) Axl, a member of the cell surface RTK family Tyro3/Axl/Mertk (TAM) (25). Existing literature points to inflammation resolution as a major function of Axl (26). Consequently, *Axl* gene deficiency, in combination with *Mertk* deficiency, leads to autoimmunity (26). However, little is known of the role of Axl in transplantation. To our surprise, guided by our findings from scRNA-seq of transplanted kidneys, we observed that recipient myeloid cell *Axl* expression, in fact, played a critical role in the priming and trafficking of donor-specific T cells to the kidney allograft. Consequently, recipient *Axl* deficiency or Axl inhibition significantly reduced early kidney allograft inflammation, predicting superior long-term allograft function.

## Results

### scRNA-seq identifies functionally distinct immune and parenchymal populations in kidney allografts.

BALB/c kidneys were transplanted into fully MHC-mismatched bilaterally nephrectomized Black 6 (B6 or C57BL/6J) recipients. Untreated recipients promptly rejected the kidney allograft (rejecting group), whereas BALB/c ECDI-SP–treated recipients developed graft tolerance (tolerized group), as we previously described (27). Transplanted kidneys from both groups were collected on posttransplant day 15 (d15). Naive untransplanted kidneys (naive group) were obtained on the same days as controls. 

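Cells dissociated from each kidney were barcoded in droplets and sequenced, and the authors' CellRanger pipeline aligned the reads to the mm10 mouse genome and counted unique molecular identifiers (UMIs) for each gene in each barcode. The authors deposited these counts without normalization, as 1 matrix per kidney. The matrices held 9335 and 9291 barcodes for the naive kidneys, 13378 and 8532 for the rejecting kidneys, and 10773 and 8872 for the tolerized kidneys. In total, 41562534 and 34874702 UMIs were counted in the naive kidneys, 56837038 and 48111410 in the rejecting kidneys, and 96803926 and 94316013 in the tolerized kidneys. The matrices of the transplanted kidneys named CellRanger version 3.0.1, whereas those of the naive kidneys named no version and listed other genes, and 28208 genes were shared. Naive kidneys were of the B6 strain and transplanted kidneys were BALB/c, and their stated ages differed too. The strain and age of the kidney and the processing of the libraries therefore all differed between naive and transplanted kidneys. For each class of cells, the raw counts were summed per kidney, so that the kidney was the replicate (n = 2 per group). Levels are given as CPM, the counts of these sums scaled to a common total, after edgeR's TMM normalization, or as raw CPM where so named. Groups were compared with edgeR's quasi-likelihood test, and p values were adjusted to a false discovery rate (FDR) by the Benjamini-Hochberg method over all genes tested in that class of cells. Classes of cells were rebuilt from marker genes and are named after them with the ending "-like".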

We sequenced a total of 6 kidneys with 2 kidneys from each group.

In approaching the problem of identifying discrete cell populations comprising this full data set, the nature of samples and further stress imputed through cell dissociation presented the first concern. Specifically, cells from both transplanted conditions would be subjected to inflammatory stress, and this would manifest in the data as many mitochondrial genes being mapped per cell due to prelysed cells, as well as a higher number of expected doublets (28). Therefore, we first filtered out low-quality cells on the basis of low unique molecular identifier (UMI) values and high mitochondrial RNA content. 

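Cells with at least 500 UMIs, at least 250 genes, and at most 50% mitochondrial UMIs were kept for the values given here. These limits were passed by 49797 barcodes, of which 7222 and 6058 came from the naive kidneys, 11739 and 8079 from the rejecting kidneys, and 9819 and 6880 from the tolerized kidneys. Once doublets were left out, the median share of mitochondrial UMIs was 25.5% and 24.9% in the naive kidneys, 13.2% and 5.38% in the rejecting kidneys, and 7.45% and 13.7% in the tolerized kidneys. The rejecting and tolerized groups therefore overlapped, and the naive kidneys were above every transplanted kidney. The kept cell with the fewest UMIs had 1538 and 1342 UMIs in the naive kidneys and between 500 and 502 in the transplanted kidneys. A stricter limit of 20% mitochondrial UMIs would have kept 29601 cells without doublets, and a stricter limit of 1000 UMIs would have kept 42272.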

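Doublets were scored here with Scrublet in each kidney separately. Its own threshold marked 440 of the 49797 cells, which is too few for this number of barcodes, so the cells with the highest scores were left out instead, up to a share of 0.8% per 1000 barcodes. This rule removed 539 and 450 cells from the naive kidneys, 1256 and 551 from the rejecting kidneys, and 846 and 488 from the tolerized kidneys, and left 45667 cells.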

We then applied the bioinformatic tool DoubletDecon (29) to confidently remove doublets from our data set. Using this more biologically realistic data set, we performed normalization, scaling, and clustering with Seurat (30). 

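The cells that passed the filters were clustered here with the Leiden method at a resolution of 1.5, on 40 principal components of 2500 variable genes and without integration across kidneys. Genes reported as changed in this study, ribosomal protein genes, and mitochondrial genes were left out of the variable genes. The cells formed 51 clusters, and a resolution of 0.8 gave 40. At least 3 detected marker genes of a class, from lists fixed beforehand, gave a name to 43 of the 51 clusters, which held 44266 of the 45667 cells. Of the 8 unnamed clusters, 4 consisted mostly of called doublets. Kidneys were not integrated, and 9 clusters had at least 95% naive cells and 32 had at most 5%. Whether the lack of integration caused this was not tested, and the naive kidneys also held few immune cells (130 and 243).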

We identified 25 clusters of conserved cell types across naive, rejecting, and tolerized kidneys from a total of approximately 30,000 cells sequenced (Figure 1A and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.141321DS1). Of the 25 clusters, 12 were identified as kidney cell types. 

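In the clustering done here, kidney parenchymal cells were found in 5 named classes and stroma. Proximal tubule-like cells numbered 18188, distal convoluted tubule-like cells 2906, loop of Henle-like cells 2013, collecting duct-like cells 1720, and endothelium-like cells 1099. Stroma-like cells numbered 154, and no cluster carried the markers of podocytes. Proximal tubule-like cells were the most frequent of these classes in each kidney, with 4821 and 3789 cells in the naive kidneys, 2715 and 1085 in the rejecting kidneys, and 3472 and 2306 in the tolerized kidneys.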

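Immune cells were named here in the same way, with 3 further clusters of cycling cells kept apart from the classes. The most frequent immune class was T cell-like, with 7559 cells, followed by macrophage-like cells with 3663 and macrophage/monocyte-like cells with 2083. The latter carried at least 3 markers of both macrophages and monocytes and were used beside the Macro/Mono cluster, while macrophage-like cells were used beside the Macro-1 cluster. Monocyte-like cells numbered 997, B cell-like cells 1592, conventional DC-like cells 640, and NK cell-like cells 545. A cluster of 905 cells carried 8 T cell markers and stayed unnamed, because a monocyte marker, Ly6c2, was among its leading genes. It held 29 and 37 cells of the naive, 189 and 304 of the rejecting, and 151 and 195 of the tolerized kidneys, and is not counted among T cell-like cells.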

Thirteen were identified as immune cell types, including 1 cluster of cycling cells based on their large number of highly expressed cell cycle–related genes.

Each cluster of cells was defined by a set of unique genes predominantly expressed only by that cluster in comparison with all other clusters combined (cluster-defining genes; Figure 1B). The cluster-defining genes of immune cell types aligned well with the ImmGen database (31), and those of kidney cell types aligned with classical marker genes from published literature (21) (Figure 1B). 

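Kidney parenchymal cells of all named classes together numbered 6464 and 5253 in the naive kidneys, 4637 and 4087 in the tolerized kidneys, and 3888 and 1751 in the rejecting kidneys. The means were 5858.5 ± 856, 4362 ± 389, and 2819.5 ± 1511 cells, respectively (SD, n = 2 kidneys per group). Each tolerized and each naive kidney was above each rejecting kidney, and the 2-sided exact permutation test gave p = 0.3333 for both comparisons, the smallest p that 2 kidneys against 2 allow. The difference between tolerized and rejecting kidneys was 1542.5 cells with all kidneys and 474 cells without the second rejecting kidney. As a share of all named cells, kidney parenchymal cells made up 96.3% ± 2.15 in naive, 60.3% ± 10.2 in tolerized, and 31.3% ± 9.72 in rejecting kidneys (SD, n = 2). Leaving out each kidney in turn, the difference in this share between tolerized and rejecting kidneys stayed between 21.8 and 36.2 percentage points. When only cells with at most 20% mitochondrial UMIs were counted, the number of kidney cells in rejecting kidneys overlapped that in tolerized and in naive kidneys (exact p = 0.6667 for both), whereas the share did not overlap.

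**Figure D1:**
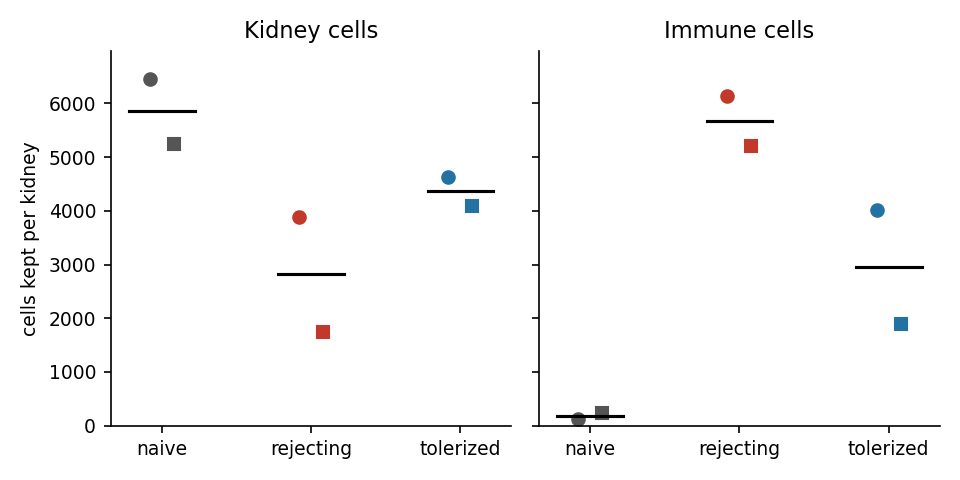
Numbers of kidney parenchymal cells and immune cells (y axis, cells) in each kidney of the naive, rejecting, and tolerized groups (x axis). Circles and squares are the first and second kidney of a group, and black bars are means. Kidney cells are fewest in the second rejecting kidney, at 1751, and immune cells stay at or under 243 in the naive kidneys.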

At the level of total cell numbers, we found that tolerized and naive kidneys had a significantly higher number of cells in all kidney cell clusters than in rejecting kidneys (Figure 1C, left panel), supporting that, at this time point, tolerized kidneys preserved their kidney function similar to naive kidneys, whereas rejecting kidneys suffered from loss of kidney function. In contrast, the number of cells in all immune cell clusters was the highest in rejecting kidneys followed by tolerized kidneys, and it was markedly lower and often negligible in naive kidneys (Figure 1C, right panel). This observation was further confirmed by histological examination of the kidneys in these groups (Figure 1D), in which immune cell infiltration was most aggressive in rejecting kidneys and almost completely absent in naive kidneys, with tolerized kidneys manifesting an intermediate level of immune cell infiltration. 

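Immune cells of all named classes together numbered 130 and 243 in the naive kidneys, 6139 and 5208 in the rejecting kidneys, and 4008 and 1888 in the tolerized kidneys. The means were 186.5 ± 79.9, 5673.5 ± 658, and 2948 ± 1499 cells, respectively (SD, n = 2 per group). The 3 groups did not overlap, and each comparison with the rejecting kidneys gave the smallest exact p that the design allows. T cell-like cells numbered 3196 and 2204 in the rejecting kidneys and 1470 and 680 in the tolerized kidneys. In the first rejecting kidney, 2085 of these cells lay in 1 cluster with a median of 931 UMIs and 19.8% mitochondrial UMIs. B cell-like cells, at 390 and 473 in rejecting and 405 and 217 in tolerized kidneys, overlapped between the groups, as did NK cell-like cells, at 147 and 123 against 125 and 131. From the cell numbers, the paper reasons that tolerized kidneys preserved their kidney function while rejecting kidneys lost theirs.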

The presence in tolerized versus rejecting kidneys of a relatively comparable number of immune cells but significantly disparate number of kidney cells led us to hypothesize that immune cells in tolerized kidneys were functionally distinct from those in rejecting kidneys, thus interacting with kidney cells differently at the molecular level to promote suppression of antidonor immune responses. This hypothesis was the rationale for the later ligand-receptor (LR) analysis presented in this study (see below).

### Specific genes are differentially expressed in rejecting versus tolerized kidney allografts.

Next, we examined differentially expressed genes (DEGs) in rejecting versus tolerized kidneys. First, we focused on kidney cell clusters. 

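In proximal tubule-like cells, none of the 12670 genes tested passed an FDR of 0.05 between tolerized and rejecting kidneys, and 1421 had an unadjusted p under 0.05. The 3 groups were fitted together with edgeR, and in counts simulated for this comparison the test recovered 67.2% of 200 genes changed 4-fold (a log2 change of 2) and 0% of those changed 2-fold. The count moved most without the filter on low counts, to 848 genes, in a fit where edgeR used no gene-specific spread, and the DESeq2 test called 209 genes, 78 higher and 131 lower in tolerized kidneys. Other tubular classes gave calls. In loop of Henle-like cells, 43 of 9663 genes passed, 1 higher and 42 lower in tolerized kidneys, against 6 of 10323 in distal convoluted tubule-like cells and 1 of 10920 in collecting duct-like cells, all lower. Car15 (ENSMUSG00000090236) fell by 4.14 on the log2 scale in loop of Henle-like cells (standard error 0.508, FDR 0.00548 from edgeR's quasi-likelihood test), from 388.6 and 96.7 CPM in rejecting kidneys to 10.3 and 16.6 CPM in tolerized kidneys. It fell by 3.74 in collecting duct-like cells (standard error 0.448, FDR 0.0408). Rps28 was the gene that rose in loop of Henle-like cells, by a log2 fold change of 1.52 (standard error 0.264, FDR 0.0328). Nme2 fell by 4.53 (standard error 0.88, FDR 0.0459), and by 1.12 without the first rejecting kidney, which had the most Nme2 of the 4 transplanted kidneys in this class and in 6 others. The other genes with the largest decreases were transcribed in leukocytes as well. In loop of Henle-like cells, Trbc1, Ly86, and Aif1 had log2 fold changes of -4.27, -4.19, and -4.01, and in distal convoluted tubule-like cells Trbc2, Trbc1, Coro1a, Serpina3g, and Srgn had changes between -3.48 and -2.58. T cell markers summed to between 20.0 and 96.3 raw CPM in loop of Henle-like and distal convoluted tubule-like cells of rejecting kidneys and to between 5.6 and 15.8 in those of tolerized kidneys.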

Naive untransplanted kidneys were used as controls. 

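Of the genes tested in proximal tubule-like cells, 46.7% were higher in naive than in rejecting kidneys, and 5317 genes passed an FDR of 0.05 in that comparison (2411 higher and 2906 lower in naive kidneys). Between tolerized and naive kidneys, 4059 genes passed, 2158 of them higher in tolerized kidneys. No gene passed between tolerized and rejecting kidneys, so the 527 genes that were higher in tolerized kidneys at an unadjusted p under 0.05 were examined instead, a choice made after the data were seen. Of these, 459 (87.1%) were also higher in naive kidneys. Both comparisons share the same rejecting kidneys. In 20 simulations with unchanged groups, all drawn from the rejecting levels, this share was on average 93.6% (range 91.1% to 96.1%). Real naive kidneys differed in many genes, so the simulated share is not the level that chance would give here. With the DESeq2 test, 73 of 78 genes past the FDR (93.6%) were also higher in naive kidneys. In the same simulations, the 78 higher genes that edgeR ranked first gave 96.9% (range 92.3% to 100%), with the same limit. When 78 genes were picked with 1 rejecting kidney and set against naive kidneys with the other, so that no kidney was shared, the share was 70.5% and 78.2%, above the 46.7% of all genes.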

We noted that genes upregulated in tolerized kidneys tended to be similarly upregulated in naive untransplanted kidneys but not in rejecting kidneys. Two such examples are shown in Supplemental Figure 2A: expressions of both *Kap* and *Gpx3* were consistently enriched across all tubular segments of the nephron in tolerized (blue) as in naive (green) kidneys, but not in rejecting (red) kidneys. Both genes are involved in cell metabolism and responses to inflammation (32, 33). Additionally, genes involved in canonical kidney function such as *Atp5k* and *Miox* were similarly enriched in tolerized and naive kidneys, but they were diminished in rejecting kidneys (Supplemental Figure 2A). These findings supported that sustaining a close to normal kidney function is an integral component of the tolerized phenotype. 

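Kap (ENSMUSG00000032758; chromosome 6, 133849851 to 133853762 of GRCm38) had 30130 and 30900 CPM in proximal tubule-like cells of naive kidneys, 29620 and 37570 in those of rejecting kidneys, and 56390 and 32860 in those of tolerized kidneys. The log2 fold change between tolerized and rejecting kidneys was 0.41 (standard error 0.305, FDR 0.71 from edgeR's quasi-likelihood test), the groups overlapped, and without the first tolerized kidney the change was -0.03. Along the other segments, its log2 fold change was 0.57 in loop of Henle-like cells, 1.87 in distal convoluted tubule-like cells, and -0.05 in collecting duct-like cells. The FDRs were 0.916, 0.142, and 0.998 from edgeR. In distal convoluted tubule-like cells, 1 of 9 alternatives called Kap (FDR 9.36e-16 to 0.574 from edgeR or DESeq2). Gpx3 (ENSMUSG00000018339; chromosome 11, 54902453 to 54910377) had 17830 and 19860 CPM in proximal tubule-like cells of naive kidneys, 7138 and 7464 in rejecting kidneys, and 11860 and 13620 in tolerized kidneys. Its log2 fold change of 0.80 (standard error 0.213) was larger than the spread between kidneys but did not pass with edgeR (FDR 0.226), and it stayed between 0.70 and 0.90 with each kidney left out. Over the alternatives, its FDR ranged from 0.00076 with the DESeq2 test to 0.561. In loop of Henle-like, distal convoluted tubule-like, and collecting duct-like cells, the log2 fold change of Gpx3 was 1.20, 1.13, and -0.06.

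**Figure D2:**
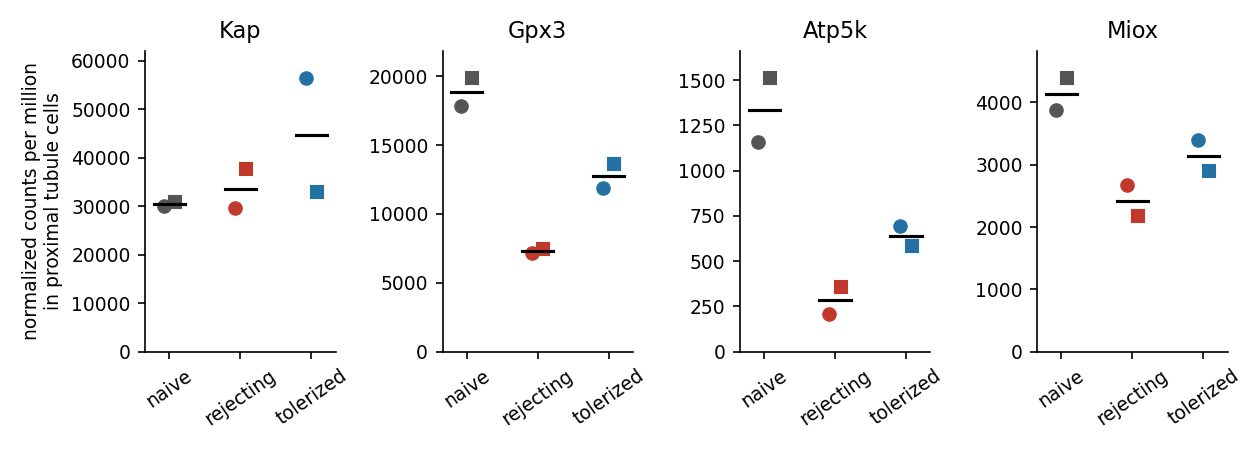
Normalized CPM (y axes, linear scale) of Kap, Gpx3, Atp5k, and Miox in proximal tubule-like cells of each naive, rejecting, and tolerized kidney (x axes). Circles and squares are the first and second kidney of a group, and black bars are means. For Kap the rejecting and tolerized kidneys overlap, and for Gpx3 the rejecting kidneys, at 7138 and 7464, lie below the others.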

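Atp5k (ENSMUSG00000050856; chromosome 5, 108433244 to 108434448) had 1158 and 1511 CPM in proximal tubule-like cells of naive kidneys, 210.8 and 356.9 in rejecting kidneys, and 695.9 and 582.8 in tolerized kidneys. Its log2 fold change between tolerized and rejecting kidneys was 1.17 (standard error 0.272, FDR 0.207 from edgeR's quasi-likelihood test). The DESeq2 test called the gene (FDR 0.00755), as did the fit without the filter on low counts (2.15e-06), and the FDR ranged up to 0.315 over the alternatives; the change stayed between 0.84 and 1.60 with each kidney left out. In distal convoluted tubule-like cells, its change was 1.11 (standard error 0.258, FDR 0.12). Miox (ENSMUSG00000022613; chromosome 15, 89334398 to 89337015) had 3874 and 4390 CPM in naive, 2670 and 2175 in rejecting, and 3395 and 2896 in tolerized kidneys. The groups did not overlap, but the log2 fold change of 0.38 (standard error 0.205) did not pass in any of the 9 alternatives (lowest FDR 0.479 from edgeR or DESeq2). From genes such as these, the paper reasons that a kidney function close to normal is part of the tolerized phenotype.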

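Egf (ENSMUSG00000028017; chromosome 3, 129677565 to 129755316), which encodes epidermal growth factor, had 11170 and 8607 CPM in loop of Henle-like cells of naive kidneys, 1543 and 2179 in rejecting kidneys, and 1861 and 4193 in tolerized kidneys. The tolerized and rejecting kidneys overlapped, with a log2 fold change of 0.70 (standard error 0.348, FDR 0.73 from edgeR's quasi-likelihood test) that fell to 0.00 without the second tolerized kidney. S100g (ENSMUSG00000040808; chromosome X, 162961992 to 162964599), which encodes a calcium-binding protein, had 154.5 and 338.5 CPM in naive, 72.8 and 43.9 in rejecting, and 72.1 and 208.6 in tolerized kidneys. The log2 fold change was 1.27 (standard error 0.455, FDR 0.482 from edgeR), the groups again overlapped, and the change was 0.30 without the second tolerized kidney. For S100g, the FDR over the alternatives ranged from 5.67e-06 without the filter on low counts, the setting that called it, to 1. These cells numbered 419 and 260 in the rejecting kidneys and 354 and 534 in the tolerized kidneys.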

Several genes involved in immune regulation, such as *Egf* (34) and *S100g* (35), also showed significantly heightened expression in kidney cells from tolerized and naive kidneys in comparison with those from rejecting kidneys (Supplemental Figure 2B). In contrast, the expression of chemokine genes such as *Ccl5* and *Ccl8* was significantly enhanced in kidney cells from rejecting kidneys in comparison with those from tolerized or naive kidneys (Supplemental Figure 2C).

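Ccl5 (ENSMUSG00000035042; chromosome 11, 83525778 to 83530518) had 0.51 and 3.18 CPM in proximal tubule-like cells of naive kidneys, 212.6 and 18.3 in rejecting kidneys, and 13.5 and 9.13 in tolerized kidneys. The log2 fold change between tolerized and rejecting kidneys was -3.36 (standard error 0.961, FDR 0.24 from edgeR's quasi-likelihood test), and -0.70 without the first rejecting kidney. Ccl8 (ENSMUSG00000009185; chromosome 11, 82115185 to 82116799) had no UMI in either naive kidney, which allows up to 0.144 and 0.196 raw CPM, and had 94.8 and 13.1 in rejecting kidneys, and 7.07 and 4.46 in tolerized kidneys, a log2 fold change of -3.25 (standard error 0.777, FDR 0.216 from edgeR) and of -1.19 without the first rejecting kidney. In loop of Henle-like cells, Ccl8 passed with a change of -3.65 (standard error 0.609, FDR 0.0328; the alternatives ranged up to 0.53), and the change was -1.90 without the first rejecting kidney. In proximal tubule-like cells, the fit without the filter on low counts called both genes, and none of the other 8 alternatives did, the DESeq2 test included (FDR from 2.52e-47 to 0.336 for Ccl5 and from 1.73e-42 to 0.315 for Ccl8). These chemokines were also abundant in leukocytes of the same kidneys. The ratio of Ccl5 to T cell markers in proximal tubule-like cells was 2.05 times that in T cell-like and NK cell-like cells in the first rejecting kidney and 0.548 times in the second. For Ccl8 and macrophage markers, the ratio was 1.26 and 0.613 times that in macrophage-like cells.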

Next, we examined DEGs in immune cell clusters from rejecting versus tolerized kidneys. We first verified that T lymphocyte immune responses were inhibited in tolerized kidneys, as we previously published (23, 24). A large array of T cell genes was found to be expressed at a higher level and/or in a higher number of cells in rejecting kidneys in comparison with tolerized kidneys. 

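In T cell-like cells, none of 11209 genes tested passed an FDR of 0.05 between tolerized and rejecting kidneys with edgeR, and 901 had an unadjusted p under 0.05. The number moved most without the filter on low counts, to 349 genes (168 higher and 181 lower in tolerized kidneys), and the DESeq2 test called 32, of which 23 were higher and 9 lower in tolerized kidneys. The sums behind these values came from 3196 and 2204 cells in the rejecting kidneys and 1470 and 680 cells in the tolerized kidneys.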

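Gzmb (ENSMUSG00000015437; chromosome 14, 56258838 to 56262260) had 594.6 and 1113 CPM in T cell-like cells of rejecting kidneys and 552.3 and 387.6 in those of tolerized kidneys. Its log2 fold change was -0.86 (standard error 0.342, FDR 0.585 from edgeR's quasi-likelihood test) and lay between -1.24 and -0.34 with each kidney left out. Il21r (ENSMUSG00000030745; chromosome 7, 125603429 to 125633570) had 272.3 and 238.2 CPM in rejecting and 95.5 and 86.5 CPM in tolerized kidneys, a log2 fold change of -1.49 (standard error 0.227, FDR 0.403 from edgeR). Of the 9 alternatives, 2 called Il21r, and the FDR ranged from 1.27e-05 with the DESeq2 test to 0.455. Tnf (ENSMUSG00000024401; chromosome 17, 35199381 to 35202007) had 45.3 and 21.1 CPM in rejecting and 21.0 and 22.8 CPM in tolerized kidneys, so the groups overlapped. Its log2 fold change of -0.61 (standard error 0.343) became 0.05 without the first rejecting kidney. Tnfaip3 (ENSMUSG00000019850; chromosome 10, 19000910 to 19015657) had 232.9 and 386.7 CPM in rejecting and 180 and 169.5 CPM in tolerized kidneys, a log2 fold change of -0.83 (standard error 0.282, FDR 0.531 from edgeR). Groups of 2 and 2 kidneys fail to overlap by chance for 33.3% of genes.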

Expressions of representative genes in T cells such as *granzyme B*, *IL-21R*, *TNF-α*, and *TNF-α–induced protein 3* in rejecting versus tolerized kidneys are shown as UMAPs in Supplemental Figure 3. Among these, violin plots of the expression of *IL-21R* and *granzyme B* in the T-lymph–1 cluster cells are representatively shown in Supplemental Figure 4A. On the other hand, several genes were found to be significantly upregulated in T cells from tolerized kidneys, an example being the IgE receptor–related gene *Fcer1g* (Supplemental Figure 4B). This gene has previously been implicated in asthma and allergic reactions (36, 37); however, its role in T cell immune tolerance in transplantation remains unknown.

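Fcer1g (ENSMUSG00000058715; chromosome 1, 171229572 to 171234365) had 266.4 and 163.7 CPM in T cell-like cells of rejecting kidneys and 459.1 and 369.9 CPM in those of tolerized kidneys. The groups did not overlap, and the log2 fold change was 0.95 (standard error 0.29, FDR 0.511 from edgeR's quasi-likelihood test). It stayed between 0.64 and 1.34 with each kidney left out, and no alternative called it, with an FDR of 0.0551 to 0.515 over the 9 alternatives.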

Lastly, we examined DEGs in myeloid cell clusters from rejecting versus tolerized kidneys. Heatmaps and volcano plots of the 2 largest clusters, namely Macro-1 and Macro/Mono, are shown in Figure 2, A–D. Interestingly, we found a significant number of ribosomal protein genes (highlighted in yellow in the heatmaps for the Macro-1 and Macro/Mono cell clusters) that were consistently more highly expressed in tolerized kidneys than in rejecting kidneys (Figure 2, A and C). These ribosomal proteins are known to respond to stress and regulate cell proliferation (38). In addition to ribosomal protein genes, genes conventionally known to be implicated in myeloid cell function also showed differential expression between rejecting and tolerized conditions. 

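Macrophage-like cells numbered 1189 and 1129 in the rejecting kidneys and 940 and 273 in the tolerized kidneys, and macrophage/monocyte-like cells 600 and 671 against 564 and 188. With edgeR, none of 11110 genes in macrophage-like cells and none of 10000 in macrophage/monocyte-like cells passed an FDR of 0.05 between tolerized and rejecting kidneys. An unadjusted p under 0.05 was found for 657 and 617 genes, respectively. In counts simulated for macrophage-like cells, the test recovered 62% of 200 genes changed by a log2 of 2 and 0% of those changed by a log2 of 1, whereas the DESeq2 test recovered 72.3% and 14.3% but 12.7% and 32.8% of its calls were false. Without the filter on low counts, which moved the result most, 248 and 282 genes passed. The DESeq2 test, which the paper's methods name, called 29 genes in macrophage-like cells (19 higher and 10 lower in tolerized kidneys) and 30 in macrophage/monocyte-like cells (21 higher and 9 lower). All 22 genes that the paper's heatmap lists for tolerized kidneys in Macro-1 were higher in tolerized kidneys here, with a median log2 fold change of 1.38 (range 0.81 to 2.64), and all 13 listed for rejecting kidneys were lower, with a median of -1.87. Without the first rejecting kidney, 12 of these 13 were lower, with a median of -1.10. Adjusted over the list alone, 22 and 12 of them passed, which is not independent evidence because the study chose the lists on these samples. For Macro/Mono, 17 of 17 genes listed for tolerized kidneys were higher and 7 of 9 tested genes listed for rejecting kidneys were lower, and 17 and 7 passed when adjusted over the list alone. Among the ribosomal protein genes, Rpl41 (ENSMUSG00000093674; chromosome 10, 128548114 to 128549305) had 1012 and 1153 CPM in macrophage-like cells of rejecting kidneys and 2891 and 2491 in those of tolerized kidneys, a log2 fold change of 1.31 (standard error 0.188, FDR 0.37 from edgeR). Rps28 (ENSMUSG00000067288; chromosome 17, 33819027 to 33824562) had 198.4 and 471.1 against 1285 and 1142 CPM, a log2 fold change of 1.86 (standard error 0.369, FDR 0.563 from edgeR). Of 9 alternatives, 2 called Rpl41 (FDR 4.51e-07 to 0.956 from edgeR or DESeq2) and 1 called Rps28 (2.22e-13 to 0.956).

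**Figure D3:**
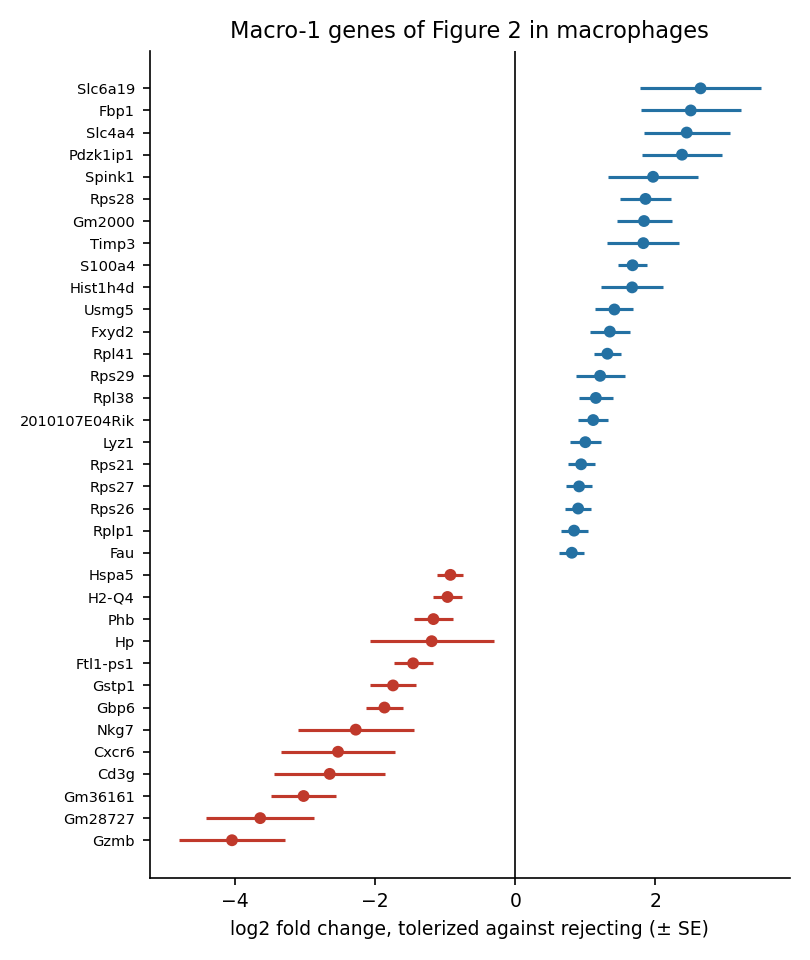
Log2 fold change between tolerized and rejecting kidneys (x axis) in macrophage-like cells of the genes that the paper's heatmap lists for the Macro-1 cluster (y axis). Points are estimates from edgeR, lines are standard errors, and colors mark genes listed for tolerized (blue) and rejecting (red) kidneys. The 22 blue genes lie above 0 and the 13 red genes below 0.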

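In macrophage-like cells, S100a4 (ENSMUSG00000001020; chromosome 3, 90603771 to 90606045) rose from 51.9 and 39.9 CPM in rejecting kidneys to 161.0 and 130.6 CPM in tolerized kidneys, a log2 fold change of 1.67 (standard error 0.21, FDR 0.3 from edgeR's quasi-likelihood test). Lyz1 had a log2 fold change of 1.00 (standard error 0.225), and Gbp6, a guanylate-binding protein gene, of -1.87 (standard error 0.265, FDR 0.37 from edgeR). The noncoding transcript Gm36161 had 66.2 and 27.2 CPM in rejecting and 5.05 and 7.15 CPM in tolerized kidneys, a log2 fold change of -3.02 (standard error 0.458). Each of these 4 genes was called in 2 of 9 alternatives, the DESeq2 test and the fit without the filter on low counts. The FDR over the alternatives reached 0.734 for S100a4 and 0.956 for the others. In macrophage/monocyte-like cells, Mmp12 (ENSMUSG00000049723; chromosome 9, 7344381 to 7369499) had 33.4 and 47.6 CPM in rejecting and 226.9 and 158.1 CPM in tolerized kidneys, a log2 fold change of 2.25 (standard error 0.266, FDR 0.296 from edgeR). Of 7 alternatives, 2 called Mmp12 there (FDR 2.48e-17 to 0.922 from edgeR or DESeq2). The tubular gene Miox was also higher in these cells, at 30.3 and 77.3 CPM in tolerized kidneys against 17.1 and 5.65 in rejecting kidneys. Proximal tubule markers summed to 117.7 and 293.9 raw CPM in macrophage-like cells of tolerized kidneys against 84.1 and 38.1 in rejecting kidneys, and to 190.9 and 436.3 against 201.2 and 55.1 in T cell-like cells.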

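Cxcr6 (ENSMUSG00000048521; chromosome 9, 123806475 to 123811760) had 9.07 and 2.09 CPM in macrophage-like cells of rejecting kidneys and 0.75 and 1.51 CPM in those of tolerized kidneys. The log2 fold change was -2.53 (standard error 0.81, FDR 0.75 from edgeR's quasi-likelihood test, and between 0.000261 without the filter on low counts and 0.956 over the alternatives) and -1.12 without the first rejecting kidney. The 8 T cell genes in the paper's lists for rejecting kidneys, Cxcr6 and Xcl1 among them, were also higher in rejecting kidneys in tubular cells, with a median log2 fold change of -2.11 in proximal tubule-like cells. Xcl1 (ENSMUSG00000026573; chromosome 1, 164931644 to 164935527) had 7.50 and 0.73 CPM in rejecting and 0.66 and 11.3 CPM in tolerized kidneys in macrophage-like cells. The groups overlapped, and no difference was detectable beside the spread between kidneys. Its log2 fold change was 0.21 (standard error 1.28) and lay between -2.60 and 2.67 with a kidney left out. In macrophage/monocyte-like cells, its log2 fold change was -2.41 (standard error 0.75, FDR 0.594 from edgeR). There, 1 of 7 alternatives called Xcl1 (FDR 0.0143 to 0.922 from edgeR or DESeq2). Ccl8 had 7320 and 6614 CPM in macrophage-like cells of rejecting kidneys and 4947 and 5184 CPM in those of tolerized kidneys, a log2 fold change of -0.46 (standard error 0.173, FDR 0.777 from edgeR). In macrophage/monocyte-like cells, Ccl8 overlapped between the groups, at 478.9 and 568.1 CPM in rejecting and 417.1 and 924.1 CPM in tolerized kidneys. Its log2 fold change there was 0.35 (standard error 0.345).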

UMAPs of representative genes including *Cxcr6*, *Xcl1*, and *Ccl8*, are shown in Supplemental Figure 5.

Collectively, our findings suggest that numerous DEGs in both kidney cells as well as immune cells are implicated in the differential phenotype of rejection versus tolerance of the kidney allograft and that ribosomal proteins may play significant roles in modulating immune responses via myeloid cells.

### LR analysis reveals potential cell-to-cell interactions, distinguishing kidney allograft rejection versus tolerance.

As mentioned previously, data in Figure 1C suggest that, in tolerized kidneys, immune cells interacted with kidney cells differently from those in rejecting kidneys, leading to different outcomes of antidonor immune responses in these kidneys. To test this hypothesis, we investigated potential LR interactions between immune cells and kidney cells in rejecting versus tolerized kidney allografts. Using SingleCellSignalR (39), a bioinformatic tool that identifies potential LR pairs expressed by cluster pairs, we identified LR interactions between all individual cell clusters (Supplemental Table 1, Supplemental Table 2, Supplemental Table 3). Among these, of particular interest were LR interactions between the Macro-1 cluster cells and the proximal tubule (PT-2) cluster cells (Figure 3). First, the LR pairs between these 2 cell clusters were more numerous in rejecting than in tolerized kidneys, and many pairs were unique to the specific phenotype (rejection versus tolerance). Specifically, the majority of interactions identified in the rejecting kidneys (Figure 3A) were related to complement-mediated myeloid cell immune responses, such as interactions between ligands C1qa, Col4a1, and Col4a4 and their cognate receptor CD93. 

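Ligands were read here in proximal tubule-like cells and receptors in macrophage-like cells of each kidney, as raw CPM of the summed counts, and combined into the score of SingleCellSignalR, sqrt(l r)/(mean + sqrt(l r)), in which l and r are the levels of the ligand and the receptor and the mean is that over all listed genes. Cd93 had 94.4 and 71.3 CPM in macrophage-like cells of rejecting kidneys and 95.2 and 81.9 CPM in those of tolerized kidneys, so the receptor overlapped between the groups. C1qa had 80.3 and 17.1 CPM in proximal tubule-like cells of rejecting kidneys and 12.8 and 4.39 CPM in those of tolerized kidneys. Free RNA from macrophages may contribute to these values. In the rejecting kidneys, the larger ratio of C1qa to macrophage markers in proximal tubule-like cells was 0.769 times that in macrophage-like cells. Col4a1 had 76.3 and 78.7 against 52.7 and 45.1 CPM, and Col4a4 147.8 and 124.7 against 110.5 and 95.1 CPM. The mean score was 0.625 in rejecting and 0.446 in tolerized kidneys for C1qa-Cd93, 0.712 and 0.670 for Col4a1-Cd93, and 0.766 and 0.747 for Col4a4-Cd93. Of these 3 pairs, only Col4a1-Cd93 had both rejecting kidneys above both tolerized kidneys as raw CPM. With the mean over cells of ln(1 + counts per 10000) as the level, this held for Col4a1-Cd93 (0.822 against 0.790) and also for C1qa-Cd93 (0.803 against 0.664). The paper's pairs were those that SingleCellSignalR named between its Macro-1 and PT-2 clusters. Here all proximal tubule-like cells were read together, and pairs were scored without a rule that calls them present. No test was run on 2 kidneys per group. From these pairs, the paper proposes that CD93 mediates inflammatory interactions between myeloid and tubular cells.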

The lectin receptor CD93 is a complement receptor implicated in phagocytosis, intercellular adhesion, and leukocyte extravasation (40, 41); its expression in myeloid cells is only relevant when its ligands are also expressed, in this case, by kidney cells under stress. The presence of CD93-mediated LR pairs in rejecting kidneys suggested that it may serve as a potentially novel myeloid cell receptor that mediated inflammatory interactions between myeloid cells and tubular cells. Other prominent complement-related LR pairs unique to rejecting kidneys included C3-C3ar1 and Cair-Scarf1, the latter implicated in complement-mediated apoptotic cell clearance and innate immunity (42). 

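C3 had 80.8 and 72.9 raw CPM in proximal tubule-like cells of rejecting kidneys and 52.9 and 23.3 in those of tolerized kidneys, while its receptor C3ar1 had 127.7 and 159.3 against 207.0 and 177.0 CPM in macrophage-like cells. The mean score of C3-C3ar1 was 0.764 in rejecting and 0.716 in tolerized kidneys, with overlapping kidneys. With the mean over cells of ln(1 + counts per 10000) as the level, it was 0.832 and 0.794, and both rejecting kidneys were above both tolerized kidneys. As raw CPM, for Calr-Scarf1, the mean scores were 0.826 and 0.796, and the kidneys overlapped again. Of the 5 pairs that the paper names for rejecting kidneys, 5 had the higher mean score there, and 4 to 5 when each kidney was left out in turn.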

In tolerized kidneys (Figure 3B), however, we found Hsp90b1 and Tlr7 as a unique LR pair, indicating that the interaction between TLR7 and the TLR chaperone Hsp90b1 may be necessary for TLR7-mediated tolerance as previously described (43). 

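Hsp90b1 had 668.8 and 498.4 raw CPM in proximal tubule-like cells of rejecting kidneys and 372.7 and 361.2 in those of tolerized kidneys. Tlr7 had 36.9 and 24.0 CPM in macrophage-like cells of rejecting kidneys and 27.7 and 36.5 in those of tolerized kidneys. The mean score of the pair was 0.802 in rejecting and 0.770 in tolerized kidneys, and the kidneys overlapped. Since no rule called pairs present and PT-2 was not read apart, whether the pair is unique to tolerized kidneys was not tested.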

There were also common LR pairs in both rejecting and tolerized kidneys. Notably, Gnai2 pairing with C5ar1, Fpr1, and P2ry12 was found in both phenotypes (Figure 3, A and B), suggesting their role in maintaining canonical myeloid cell functions (44).

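The mean score of Gnai2-C5ar1 was 0.721 in rejecting and 0.748 in tolerized kidneys, and that of Gnai2-Fpr1 was 0.621 and 0.592. For Gnai2-P2ry12 it was 0.536 and 0.551. Gnai2 itself had 106.6 and 102.9 raw CPM in proximal tubule-like cells of rejecting kidneys and 125.5 and 84.8 in those of tolerized kidneys.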

Collectively, these findings suggest that unique LR pairs between myeloid cells and kidney cells distinguish rejecting versus tolerized kidneys in our model. Whether such interactions represent a cause or a consequence of the respective phenotype will be of considerable interest for future studies.

### RNA Velocity and monocle pseudotime analyses reveal potential paths of kidney allograft–infiltrating myeloid cell differentiation.

In addition to cell clustering and identification of DEGs, a unique advantage of scRNA-seq data is its ability to be used in various inferential algorithms to predict future cell states. RNA Velocity (45) is one such algorithm. It computes the numerical differences in spliced and unspliced mRNA for every gene in a cell, which are then used to compute the future amount of mRNA in a cell. Since quantitation of particular mRNA species in a cell can be a proxy for the identity of that cell, RNA Velocity of scRNA-seq data can be used to predict evolution trajectories between cell populations on a time scale.

In focusing our attention on kidney allograft–infiltrating myeloid cells, we performed RNA Velocity on the identified myeloid cell clusters. As shown in Figure 4A, the velocity vectors among the myeloid cell clusters in the kidney allograft traced a putative differentiation path from monocytes (green) to macrophages (red). Here, the RNA Velocity analysis was performed on pooled cells from all conditions as in Figure 1A. However, data in Figure 2 clearly demonstrate that the same cell populations from rejecting versus tolerized kidneys manifested significant differences in their gene expressions, suggesting their distinct function under different conditions. To complement our findings from RNA Velocity analysis, we also performed a second trajectory analysis on the same myeloid cell clusters using Monocle (46). First, based on their DEGs, Monocle clustered and placed myeloid cells similar to Seurat (Figure 4B and Figure 1A), indicating that cell clustering earlier by Seurat was robust. Next, using Monocle’s clustering, we placed the myeloid cell clusters along a trajectory of pseudotime (Figure 4C) and found that the result replicated that by RNA Velocity analysis (Figure 4A). Specifically, the trajectory began at the Mono cell node (darkest blue) and ended at the Macro-1 and Macro-2 nodes (lightest blue, Figure 4C). The middle branch of the trajectory consisted mostly of conventional DC (cDC) and Macro/Mono cells, indicating that these populations represented transitional cell states in this particular differentiation path. 

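Monocyte-like, macrophage/monocyte-like, and macrophage-like cells of the rejecting and tolerized kidneys were ordered here by diffusion pseudotime, rooted in the monocyte-like cell at the end of the first diffusion component and computed without Axl. The monocyte-like cells that held the root had 3 detected monocyte markers, Plac8, Msrb1, and Ifitm6. The markers Ly6c2, Chil3, Ccr2, Vcan, and F13a1 were detected in the macrophage/monocyte-like cells instead, whose leading genes included Chil3, Plac8, and Ly6c2. Leading genes of the monocyte-like cells included Adgre4, Ear2, and Cd300e. The order therefore starts in cells without detected Ly6c2 or Ccr2, and may not follow the path from infiltrating monocytes to macrophages. The order covered 2072 and 2057 cells of the rejecting kidneys and 1778 and 613 cells of the tolerized kidneys. The median monocyte-like cell lay at 4.2% to 10.6% of the order in the 4 kidneys, the median macrophage/monocyte-like cell at 26.5% to 34.2%, and the median macrophage-like cell at 68.1% to 76.9%. Spliced and unspliced counts are not part of the deposited matrices, so RNA Velocity was not repeated. From its trajectories, the paper concludes that myeloid cells in the graft differentiate from monocytes to macrophages.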

Of note, in using the Monocle tool, we first confirmed that cells from all different samples showed a similar distribution on the pseudotime plot (data not shown), which ensured that our observed cell differentiation trajectory was not a result of sample-to-sample variability. Collectively, our data from RNA Velocity and Monocle pseudotime led to a similar conclusion that intra-graft myeloid cells differentiate from monocytes to macrophages in the context of kidney transplantation.

### Axl is differentially expressed by graft-infiltrating macrophages in rejecting versus tolerized kidney allografts.

In the above pseudotime analysis, we noted that the expression of the gene *Axl* decreased as a function of pseudotime, where the terminus of negligible *Axl* expression was predominated by myeloid cells in tolerized kidneys (Figure 5A). This observation suggested that, in contrast to previous literature suggesting its role in resolution of inflammation in autoimmunity, Axl may in fact function to promote rejection in transplantation. 

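Axl (ENSMUSG00000002602, chromosome 7, 25757273 to 25788705) rose in each kidney along the order computed here, from monocyte-like to macrophage-like cells. The Spearman correlation of Axl with a cell's place in the order was 0.538 and 0.519 in the rejecting kidneys and 0.637 and 0.657 in the tolerized kidneys; cells are not independent replicates, so no p is given. When the order was cut into 5 equal parts, Axl had between 8.56 and 12.2 raw CPM in the first part in the 4 kidneys, and between 216.8 and 304.6 in the last. Tolerized cells made up 48.5%, 30.2%, 31.4%, 36.0%, and 37.3% of the parts from first to last, and 36.7% of all ordered cells. The mean correlation moved most when doublets were kept, from 0.588 to 0.49. Along the first principal component of the same cells, the correlations were 0.551, 0.508, 0.653, and 0.673. Both orders were set to start at monocyte-like cells, which had less Axl than macrophage-like cells. The rise therefore largely restates this difference between classes. Conventional DC-like cells were left out here, whereas the paper's Monocle order included its cDC cluster. From the lower Axl that it reads at the end of its own pseudotime, the paper proposes that Axl promotes rejection. For this, the paper also draws on flow cytometry, Axl-deficient recipients, and an Axl inhibitor. Its higher Axl in rejecting kidneys is of protein and of macrophage numbers, whereas the values here are of RNA.

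**Figure D4:**
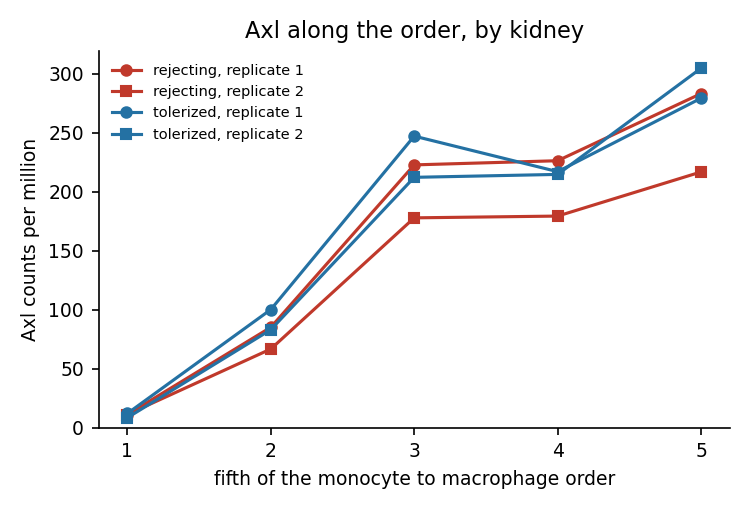
Raw Axl CPM (y axis) in 5 equal parts of the order from monocyte-like to macrophage-like cells (x axis, from first to last) for each rejecting and tolerized kidney. Circles and squares are the first and second kidney of a group. Every kidney lies at 12.2 or below in the first part and at 216.8 or above in the last.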

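In macrophage-like cells, Axl had 203 ± 37.9 raw CPM in naive, 220 ± 34.2 in rejecting, and 251 ± 1.87 in tolerized kidneys (SD, n = 2), and in macrophage/monocyte-like cells 117 ± 14.4 in rejecting and 133 ± 5.32 in tolerized kidneys. The log2 fold change between tolerized and rejecting kidneys was 0.26 in macrophage-like cells (standard error 0.189, FDR 0.937 from edgeR's quasi-likelihood test), with rejecting kidneys at 239.6 and 189.7 and tolerized kidneys, both higher, at 250.3 and 265.4 normalized CPM. An Axl UMI was found in 64.7% ± 3.71 of macrophage-like cells in rejecting and 75.9% ± 3.15 in tolerized kidneys, and in 18.8% ± 2.93 and 20.5% ± 0.25 once each cell was thinned to 1000 UMIs. Monocyte-like cells had 6.54 ± 0.27 and 6.94 ± 0.06 raw CPM, and conventional DC-like cells 22.7 ± 10.1 and 20.9 ± 19.6. T cell-like cells, which should lack the gene, had 8.46 ± 3.6 and 11.6 ± 3.58 CPM, with an Axl UMI in 0.93% ± 0.61 and 1% ± 0.32 of thinned cells. Before thinning, macrophage-like cells had medians of 7614 and 8355 UMIs in rejecting and 14181.5 and 10925 in tolerized kidneys, and T cell-like cells 1216 and 2689.5 against 4549.5 and 4757. Stroma-like cells also carried Axl, with 45.4 ± 21.2 CPM in naive kidneys. They had 92.2 CPM from 22 cells and 102 CPM from 35 cells in the second rejecting and second tolerized kidney. The first kidneys held few of these cells, with 353 CPM from 4 UMIs in 3 cells in the rejecting and 9.82 CPM from 1 UMI in 14 cells in the tolerized kidney.

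**Figure D5:**
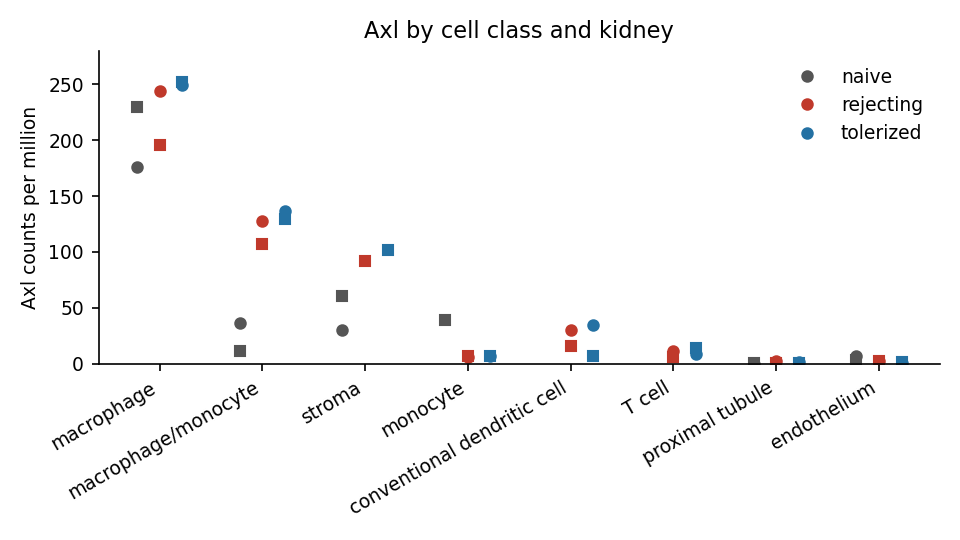
Raw Axl CPM (y axis) in 8 classes of cells (x axis) for each kidney with at least 20 cells of that class. Circles and squares are the first and second kidney of a group. Macrophage-like cells lie highest in each group, and in transplanted kidneys macrophage/monocyte-like and stroma-like cells follow.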

To support the importance of Axl in myeloid cells in our kidney transplant model, we further observed that, among the top cluster-defining genes, *Axl* was exclusively expressed only by the graft-infiltrating myeloid cell clusters Macro-1, Macro-2, and Macro/Mono — and not by any other cell types (Figure 1B, Figure 5B, and Supplemental Figure 6).

To determine the role of Axl in kidney rejection, we next examined *Axl* expression at the protein level in kidney allografts. We transplanted congenic CD45.1^+^ B6 recipients with CD45.2^+^ BALB/c kidneys, and we analyzed the kidney allografts by FACS on d15 after transplantation. Based on congenic markers, we first confirmed that, on posttransplantation d15, intragraft CD11b^+^ cells in the kidney allograft were essentially entirely of recipient origin (CD45.1^+^) in both rejecting or tolerized recipients, and that Axl was predominantly expressed by F4/80^+^ macrophages in both groups (Figure 5C). Interestingly, we found that the total number of Axl^+^ macrophages, as well as their level of Axl expression, were substantially higher in rejecting kidneys in comparison with tolerized kidneys (Figure 5D). Collectively, these data indicate that *Axl* is predominantly expressed by recipient-derived graft-infiltrating macrophages after transplantation and that its elevated level of expression correlates with kidney allograft rejection.

### Axl promotes intragraft differentiation of inflammatory macrophages in kidney allografts.

We next investigated the role of Axl on macrophage differentiation (as suggested by RNA Velocity and Monocle trajectory in Figure 4) in kidney allografts. To do so, we took advantage of B6 mice with *Axl* gene deficiency. *Axl* WT or -KO B6 recipients were transplanted with BALB/c kidneys and sacrificed on d3 after transplantation for analysis (Figure 6A). As shown in Figure 6B, in WT recipients, a significant F4/80^+^ macrophage population was present on d3 after transplantation, but this population was markedly diminished in KO recipients. In response to injuries such as transplantation, circulating Ly6C^hi^ monocytes are known to infiltrate into the grafts and differentiate into Ly6C^lo^ macrophages after transplantation (47). To test if Axl regulated the differentiation of graft-infiltrating myeloid cells after transplantation, we phenotyped graft-infiltrating CD11b^+^ cells based on their Ly6C and CD64 (FcγR1) expressions. While Ly6C is expressed by monocytes, the expression of CD64 represents the differentiation of monocytes to inflammatory macrophages (48, 49). As shown in Figure 6B, in kidney allografts from WT recipients, 2 prominent cell populations, CD64^+^Ly6C^hi^ and CD64^+^Ly6C^lo^ cells, were identified in addition to CD64^–^Ly6C^+^ cells, which represented monocytes. The CD64^+^Ly6C^lo^ cells expressed F4/80 (data not shown) and downregulated Ly6C, therefore representing a true macrophage population, whereas the CD64^+^Ly6C^hi^ cells likely represented an intermediate phenotype between monocytes and macrophages. Interestingly, in contrast to kidney allografts from WT recipients, those from KO recipients had a drastically reduced number of both CD64^+^Ly6C^hi^ and CD64^+^Ly6C^lo^ cells. The scatter plot on the right depicted the total numbers of cells of the 3 myeloid cell subpopulations in WT versus KO recipients (CD64^–^Ly6C^+^ monocytes, CD64^+^Ly6C^hi^ intermediate cells, and CD64^+^Ly6C^lo^ macrophages). We further examined the expression of MHC II and CD86 by these populations. As shown in Figure 6C, in CD64^–^Ly6C^+^ monocytes, the expression of both MHC II and CD86 was minimal (pink), whereas in CD64^+^Ly6C^lo^ macrophages (green), their expression was at the highest levels. In CD64^+^Ly6C^hi^ intermediate cells (blue), their expression was at intermediate levels. The pattern of increased expression of both MHC II and CD86 further supported an Axl-dependent intragraft differentiation of inflammatory macrophages from the less inflammatory monocytes as early as d3 after transplantation.

To further investigate potential signaling pathways implicated in Axl-mediated monocyte differentiation, we examined CCAAT/enhancer-binding protein β (C/EBPβ). C/EBPβ is a member of the C/EBP family of transcription factors known to be highly expressed in monocytes and macrophages to regulate the expression of target genes involved in their differentiation (50). As shown in Figure 6D, we measured the expression of *Cebpb* in BMDM generated from *Axl* WT and KO mice, and we found that the expression of *Cebpb* was significantly downregulated in KO BMDM in comparison with that in WT BMDM. We further confirmed that, in the absence of Axl, in vitro macrophage differentiation from BM precursors, as evidenced by their enhanced CD64 expression, was also impaired (Supplemental Figure 7). Interestingly, pharmacological inhibition of the kinase activity of Axl by an Axl inhibitor bemcentinib (51) suppressed *Cebpb* expression in WT BMDM to that in KO BMDM (Figure 6D). These in vitro data, thus, support the in vivo finding that monocyte differentiation is impaired in the absence of Axl (Figure 6B).

### Axl promotes T cell recruitment and activation in kidney allografts.

We next determined intragraft infiltration of T cells in both WT and KO recipients on d3 after transplantation. As shown in Figure 7A, total graft-infiltrating CD4^+^ and CD8^+^ T cells were notably reduced in KO recipients in comparison with WT recipients. As graft T cell recruitment is mediated by interactions between chemokines CXCL9/CXCL11 and their cognate receptor CXCR3 on T cells (52), we next examined the expression of these molecules in the kidney allograft. We found that the expression of CXCR3 on T cells (by FACS) was comparable in WT or KO recipients (data not shown). However, the expression of *Cxcl9* and *Cxcl11* (by qPCR) was significantly reduced in KO recipients in comparison with WT recipients (Figure 7B), suggesting that Axl plays a critical role in promoting local chemokine expressions and intragraft T cell recruitment.

Next, we determined if graft-infiltrating T cells were less activated and/or proliferative in KO recipients due to the fewer graft-infiltrating inflammatory macrophages expressing high CD86 and MHC II (Figure 6C). As shown in Figure 7C, a significantly lower percentage of CD4^+^ and CD8^+^ T cells in KO recipients expressed the activation marker CD44 than in WT recipients. Furthermore, IFN-γ– and Ki-67–expressing cells were also markedly fewer in both CD4^+^ and CD8^+^ T cells in KO recipients in comparison with WT recipients (Figure 7C, scatter plots), demonstrating their impaired effector function and proliferation.

In addition to total graft-infiltrating T cells, we also examined the effect of *Axl* deficiency on donor-specific T cells. Here, we took advantage of the CD45.1^+^ TCR transgenic CD4^+^ T cells from TCR75 mice, which recognize a BALB/c K^d^ peptide presented by the B6 MHC II molecule I-A^b^ (53). Purified TCR75 CD4^+^ T cells were adoptively transferred into WT or KO B6 recipients 1 day prior to transplantation and examined in kidney allografts similarly on d3 after transplantation. As shown in Figure 7D, KO recipients harbored a significantly lower number (~7-fold) of alloantigen-specific TCR75 CD4^+^ T cells in comparison with WT recipients. Collectively, these data suggest that, in allogeneic kidney transplantation, recipient myeloid cell *Axl* expression promotes CD4^+^ and CD8^+^ T cell graft infiltration, their intragraft activation, and their proliferation.

### Targeting Axl reduces kidney allograft inflammation.

Early macrophage graft infiltration and graft inflammation are associated with poor kidney transplant outcomes (54). Data in Figure 6B reveal a significant reduction in early (d3) macrophage graft infiltration in *Axl*-KO recipients in comparison with WT recipients. We next investigated if recipient *Axl* deficiency also reduced early intragraft inflammation. As shown in Figure 8A, proinflammatory cytokines *Tnfa* and *Ifng* were significantly reduced in kidney allografts retrieved from *Axl*-KO recipients in comparison with WT recipients on d3. Additionally, the expression of *Icam1* and *Vcam1,* 2 target genes of TNF-α, was also reduced significantly in kidney allografts from KO recipients. Furthermore, such reductions seen in *Axl*-KO recipients were effectively recapitulated by a short peritransplant (d–1 to d+3) recipient treatment with the Axl inhibitor bemcentinib (Figure 8A). We next examined the histopathology of kidney allografts from WT or KO recipients at a slightly later time point on d7 after transplantation. Consistent with lower levels of early (d3) proinflammatory cytokines and adhesion molecules shown in Figure 8A, allografts on d7 from KO recipients exhibited a lower score of peritubular capillaritis in comparison with WT recipients (Figure 8B). We also observed a trend for lower serum levels of creatinine and BUN (Figure 8C) in KO recipients in comparison with WT recipients. However, at this early time point, these differences did not reach statistical significance, indicating that during the early posttransplantation period, conventional serum biochemical parameters of kidney function are not sufficiently sensitive to detect allograft injury in this mouse model of kidney transplantation.

## Discussion

The present study employed an unbiased transcriptomics approach at a single cell level for examining kidney allograft–infiltrating myeloid cells and identified a potentially novel recipient macrophage Axl-dependent pathway that plays a critical role in acute rejection in kidney transplantation. While its roles in inflammation and autoimmunity have been previously demonstrated, this is the first study to our knowledge of the role of Axl in transplant alloimmunity. Furthermore, in contrast to previous literature describing an aspect of Axl in inhibiting inflammation (26), the present study points to its function in promoting the differentiation of inflammatory graft-infiltrating macrophages and subsequent intragraft donor-specific T cell immune responses, therefore joining the very few publications describing its priming role in T cell activation.

Signaling partners of Axl in a given cellular environment ultimately dictate the consequence of Axl activation in that cell. For instance, in cancer cells, coactivation of Axl with EGFR (55) or CUB domain–containing protein-1 (CDCP1) (56) has been shown to enhance cancer cell survival and their invasiveness. This interaction is also known to promote the expression of immune checkpoint molecules such as programmed death-ligand 1 (PD-L1) (57) to blunt anti-\tumor immunity. On the other hand, coactivation of Axl with TLRs and/or inflammasomes in macrophages may lead to their production of inflammatory mediators that support T cell priming (58). Our current study identifies a downstream transcription factor Cebpb as a potential mediator of the Axl-dependent monocyte differentiation (Figure 6D). Combined with published literature demonstrating potential cross-talks between Cebpb and TLR pathways (59) or mTOR pathways (60), our study, thus, supports an Axl-initiated signaling cascade implicated in macrophage differentiation and polarization. It further supports future investigations of Axl as a potential target for modulating macrophage behavior in response to inflammation. In this context, investigations of the role of myeloid cell Axl in solid organ transplantation models other than kidney transplantation, as well as the utility of clinically translatable Axl inhibitors such as bemcentinib in promoting long-term allograft function in these models, would be highly informative and are currently under active investigation. It is important to acknowledge, however, that it remains unknown at this junction whether Axl, as a member of the cell surface RTK family TAM, is also involved in the induction of transplant tolerance, as is the case for another member of the same family, Mertk (61).

Regardless of its signaling partners and cellular effects, a common feature of Axl ligation is the proteolytic cleavage of cell-surface Axl to generate soluble Axl that can be detected in circulation (62). Our study, therefore, also supports the utility of quantifying circulatory soluble Axl as a marker for early posttransplant graft injury and/or for predicting the magnitude of future alloimmunity. These possibilities warrant future studies in animal models and in human transplant recipients.

One of the most striking findings revealed by the present study is the identification of a ribosomal protein gene signature (*Rpl41*, *Rpl38* and *Rplp1* belong to the 60S subunit; *Rps28*, *Rps27*, *Rps26*, *Rps21*, and *Fau* belong to the 40S subunit) distinctly expressed in major myeloid cell clusters in tolerized kidneys in comparison with rejecting kidneys (Figure 2). 

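As a set, 76 of 78 cytosolic ribosomal protein genes were higher in macrophage-like cells of tolerized than of rejecting kidneys, with a median log2 fold change of 0.23 against -0.01 for all genes (FDR 0.0337 from fry, the 2-sided rotation test of limma, adjusted over this set and the next). All 8 genes of the signature were higher, with a median of 0.92 and a range of 0.81 to 1.99 (FDR 0.0337 from fry). The 70 genes outside the signature had a median of 0.21 and did not pass, and when they were counted as a further set, the FDR from fry was 0.0506 for the first 2 sets and 0.0819 for this one. Each fry test rests on 2 kidneys per group. The study chose the 8 genes on these samples, so their test is not independent evidence. The camera test of limma with its preset correlation between genes gave an FDR of 1.97e-11 for all 78 and 4.56e-12 for the 8, adjusted over the 2 sets. The calls of fry depend on the adjustment over 2 sets, which was chosen after the data were seen. Over 3 sets, the FDR from fry was 0.046 for both with DESeq2's size factors. It was 0.0503 with at least 1000 UMIs per cell and 0.0627 with doublets kept. With a block for the replicate number, neither set passed even over 2 sets (FDR from fry 0.108 for the 78 genes and 0.122 for the 8). With an estimated correlation in camera, an alternative chosen after the data were seen, neither passed (FDR 0.0983 for both). The 8 genes were also higher in other cells of the same kidneys. Their median log2 fold change was 0.89 in macrophage/monocyte-like, 0.80 in monocyte-like, 1.02 in T cell-like, 0.97 in B cell-like, and 1.09 in NK cell-like cells. In proximal tubule-like, loop of Henle-like, distal convoluted tubule-like, collecting duct-like, and endothelium-like cells, it was 0.74, 0.61, 0.45, 0.63, and 0.76. The 78 genes together had a median of 0.23 in macrophage/monocyte-like, 0.09 in monocyte-like, 0.38 in T cell-like, 0.27 in B cell-like, and 0.41 in NK cell-like cells. In proximal tubule-like, loop of Henle-like, distal convoluted tubule-like, collecting duct-like, and endothelium-like cells, their median was 0.057, -0.11, -0.22, -0.11, and 0.009, and 52, 27, 20, 26, and 42 of the 78 genes were higher in tolerized kidneys. From this signature, the paper proposes that tolerance depends in part on changing myeloid cells through ribosomal protein genes.

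**Figure D6:**
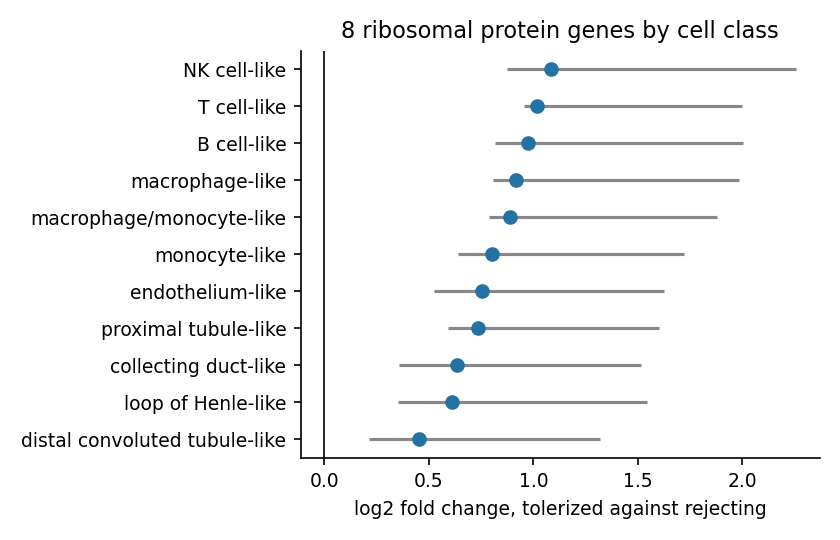
Median log2 fold change between tolerized and rejecting kidneys (x axis) of the 8 ribosomal protein genes of the signature in each class of cells (y axis). Lines are the range over the 8 genes. The medians lie between 0.45 in distal convoluted tubule-like cells and 1.09 in NK cell-like cells.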

The expression of ribosomal protein genes and ribosome biogenesis are highly energy-consuming cellular processes tightly regulated in response to intracellular and environmental stimuli (63). 

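Usmg5 (ENSMUSG00000071528; chromosome 19, 47083464 to 47090647) had 53.7 and 95.7 CPM in macrophage-like cells of rejecting kidneys and 194.6 and 204.1 CPM in those of tolerized kidneys, a log2 fold change of 1.41 (standard error 0.271, FDR 0.563 from edgeR's quasi-likelihood test). It was 1.35 in macrophage/monocyte-like cells (standard error 0.246, FDR 0.409 from edgeR), where 2 of 8 alternatives called the gene. The DESeq2 test called the gene in macrophage-like cells (FDR 0.000771), and its FDR ranged from 4.31e-08 to 0.956 over the alternatives. The 9 tubular genes in the paper's lists for tolerized kidneys, such as Fbp1 and Slc4a4, summed to 407 and 205 raw CPM in macrophage-like cells of rejecting kidneys and to 740 and 872 CPM in those of tolerized kidneys. The sums overlapped between the groups in T cell-like cells, at 428.4 and 138.5 against 333.5 and 782.4 CPM, and in B cell-like cells, at 686.8 and 242.2 against 439 and 952.7 CPM. In NK cell-like cells they were 543 and 230 against 543 and 1028 CPM.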

Consistently, we observed upregulation of several genes (e.g., *Usmg5*, *Aldob*) involved in energy production in these cell clusters from tolerized kidneys (Supplemental Figure 8). These data, therefore, support that tolerance is an active process involving increased expression of ribosomal protein genes and ribosomal biogenesis, particularly in graft-infiltrating myeloid cells.

Under homoeostatic conditions, various ribosomal proteins are synthesized stoichiometrically with rRNA (18S, 28S, 5.8S, and 5S) to produce equimolar amounts for ribosomal biogenesis. However, under unique physiological (e.g., growth and differentiation) and pathological (e.g., cancer) conditions, the expression levels of specific ribosomal protein genes are altered (64–66). Several studies have shown that the expression of ribosomal genes is downregulated during myogenesis, osteogenesis, adipogenesis, granulopoiesis, and monocytic differentiation (67–70). Interestingly, inhibition of ribosomal genes by actinomycin D promotes the differentiation of myeloid cells from hematopoietic stem cells (71) and triggers activation of NLRP3 inflammasome in macrophages, causing their production of the inflammatory cytokine IL-1β (72, 73). Furthermore, macrophages depleted of a ribosomal protein L13a attain inflammatory phenotype and promote tissue injuries in several murine models of inflammatory diseases (74–76). In fact, L13a can specifically bind to mRNA transcripts of inflammatory cytokines and silence their translation, thus imparting an antiinflammatory function. These data support that expressions of ribosomal genes and ribosome biogenesis are tightly linked to macrophage differentiation and their function. Data from our current study (Figure 2) further support that induction of transplant tolerance may, in part, depend on altering myeloid cell differentiation and their function by upregulating expressions of ribosomal protein genes. This area warrants further investigations with the same degree of validation placed on Axl as we did in this manuscript.

So far, only limited information on the use scRNA-seq in transplantation has been published (77). Interestingly, in a scRNA-seq study of a kidney allograft biopsy from a recipient undergoing acute rejection, distinct myeloid populations were also identified (22), similar to our findings here, therefore independently supporting a role of these cells in kidney rejection in humans. Future studies of such cell populations in transplant patients with or without graft rejection, with different types (antibody-mediated versus cell-mediated) or severity (Banff grades) of rejections would be of significant importance to our understanding of the role of these cells in allograft inflammation. Our current study has provided a scientific rationale and a mechanistic basis for such future studies. In addition to *Axl*, the data set presented in the current study also implicated additional processes and gene networks previously poorly understood in allograft rejection or protection. We recognize that an intrinsic limitation of studies involving scRNA-seq is the experimental artifacts introduced by variable cell survival during cell elution from a solid matrix such as the kidney. However, such systematic artifacts were minimized in our study by simultaneous and identical processing of kidney samples from various groups (Supplemental Figure 1), thereby allowing differences identified by comparison between groups to be the most meaningful. 

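The kept cells had medians of 3586 and 3460 UMIs in the naive kidneys, 2533 and 3562.5 in the rejecting kidneys, and 6147 and 7316.5 in the tolerized kidneys. In proximal tubule-like cells, 855 genes differed at least 4-fold between naive kidneys and both transplanted groups. In B cell-like cells, whose strain was not tested, 381 of these genes had at least 20 UMIs. Of those, 88.5% differed in the same direction there, and 67.7% by 2-fold or more. Among the 62 genes that were higher in naive kidneys, 90.3% were also higher in naive B cell-like cells, against 40.7% of all genes with at least 20 UMIs.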

Ultimately, such unbiased studies are expected to reveal new mechanistic insights on transplant immunity that will guide our discovery of potentially novel biomarkers of allograft health and therapeutics for promoting allograft survival.

## Methods

### Mice.

Male CD45.2 and congenic CD45.1 C57BL/6 (B6 WT; I-A^b^) mice were purchased from The Jackson Laboratory. BALB/c (I-A^d^), Axl-KO (B6 background), and TCR transgenic TCR75 mice (B6 background) mice were bred in the specific pathogen–free facility at Duke University. The TCR75 CD4 T cells recognize an allopeptide (Kd peptide sequence 54–68; K^d^ 54–68) from the BALB/c MHC I molecule H2-K^d^ presented by the B6 MHC II molecule I-A^b^ (78). All genetically modified strains of mice used in the current study underwent greater than 10 generations of backcrossing.

### Mouse orthotopic kidney transplantation, transplant tolerance induction by ECDI-SP, and recipient treatment with the Axl inhibitor bemcentinib.

Kidneys from 6- to 7-week-old BALB/c (male or female) mice were transplanted into bilaterally nephrectomized B6 (WT or KO) male recipients. In some of the experiments, kidney allograft tolerance was induced in the recipients by infusions of donor apoptotic cells. In brief, BALB/c SP were treated with ECDI (Calbiochem, 150 mg/mL per 3.2 × 10^8^) on ice for 1 hour with agitation and washed. A total of 1 × 10^8^ BALB/c ECDI-SP cells was infused to the B6 recipient i.v. on d–7 and d+1, while d0 was designated as the day of transplantation (27). In additional experiments, WT B6 recipients were further treated with bemcentinib, a selective inhibitor of Axl kinase activity (MedChemExpress). Recipients received daily oral gavage of bemcentinib (100 mg/kg/day) from d–1 to d+3. To investigate donor antigen–specific T cell responses, 2.5 × 10^5^ purified TCR75 CD4^+^ T cells were adoptively transferred into WT or KO B6 recipients 1 day prior to the first infusion of donor apoptotic cells. In some of the experiments, congenic CD45.1 B6 mice were used as recipients for kidneys from CD45.2 BALB/c donors.

### Preparation of single cells and cDNA libraries, as well as sequencing.

Kidney allografts from untreated and tolerized WT B6 recipients were retrieved on d15 after transplant, perfused by cold PBS, and a single cell suspension was prepared using a Multi Tissue Dissociation Kit2 (Miltenyi Biotec) as per manufacturer’s protocol. Naive B6 kidneys retrieved from WT B6 mice were similarly processed to serve as a control. Cell suspension was subjected to RBC lysis followed by washing. Cell viability was confirmed to be > 90%, and cell concentration was adjusted to 2000 cells/μL. The resulting single cell preparation (~10,000 cells/sample) was subjected to 10× Chromium Single Cell Instrument (10× Genomics) for barcoding and cDNA library construction. In brief, 10× Genomics microfluidic platform combines single cells with barcoded gel beads containing essential components for cDNA preparation, including barcodes to tag individual transcripts from the cells, a UMI to identify PCR products, and primers for amplification of resulting cDNA. cDNA libraries were checked for quality using Agilent D5000 Tape Station analyzer. cDNA libraries of approximately 400 bp in size were subjected to an Illumina NextSeq 550 sequencer using NextSeq 500/550 High Output Kit v2.5 (150 Cycles).

### scRNA-seq data processing.

10× Genomics–generated reads were converted to fastq, aligned to the mm10 reference genome, filtered, and counted using 10× Genomics’ CellRanger pipeline. Reads were used to construct individual Seurat objects for each sample following filtering on a per-sample basis to eliminate cells with low or exceedingly high UMI counts, or those with high ratios of mitochondrial gene expression. Doublets were removed using DoubletDecon. After filtering, all objects were integrated using the SCTransform integration workflow on Seurat. Clustering, marker gene identification, and differential expression analyses were all performed using Seurat. Cluster marker genes were identified using FindConservedMarkers function. DEGs were identified through FindMarkers function using DESeq2. A full data set UMAP was generated using Seurat’s DimPlot function. All heat maps were generated using Seurat’s DoHeatmap plotting function, using scaled data in the RNA assay as input data for the specific gene expression. Dot plots were generated using the DotPlot plotting function in Seurat, with normalized counts in the RNA assay as input data. Violin plots were generated using Seurat VlnPlot plotting function, using normalized counts in the RNA assay as input data. Representative UMAPs were generated using Seurat’s FeaturePlot plotting function, using normalized counts in the RNA assay as input data.

### DEG analysis.

A pseudobulk approach was used to identify differential genes between the tolerized and rejecting samples in Macro-1 or Macro/Mono clusters. For the Macro-1 cluster, pseudobulk samples were created by pooling raw read counts across Macro-1 cells for each tolerized or rejecting sample. Differential analysis was performed with DESeq2 (79), using the pseudobulk samples. *P* values and normalized read counts were obtained from DESeq2 output. FDRs were obtained from *P* values using the Benjamini-Hochberg procedure to minimize false positive results. Genes with FDR < 0.05 were considered significant. The same procedure was used to identify differential genes for the Macro/Mono cluster. A similar approach was also used to identify differential genes between cells in Macro clusters and cells in other clusters (Supplemental Figure 6). Specifically, pseudobulk samples for Macro clusters were created by pooling raw read counts across Macro-1, Macro-2, and Macro/Mono cells for each sample (naive, rejecting, or tolerized). Pseudobulk samples for other clusters were created likewise by pooling cells from clusters other than the 3 Macro clusters. DESeq2 was performed to compare pseudobulk samples for Macro clusters and other clusters. Dummy variables indicating which sample each pseudobulk was created from were added in the DESeq2 model. FDR and normalized expression values were obtained from DESeq2 output as described above.

### LR analysis.

Single cell gene expression data and clustering information from the final integrated Seurat object were used as input for cell_signaling function using SingleCellSignalR. LR data were generated using cell_signaling function. LR interaction network diagrams were generated using visualize function in SingleCellSignalR.

### RNA velocity.

Loom files generated by command-line tool Velocyto from the original CellRanger reads were combined using loompy combine function in Python3 using the “Accession” key. Data were subsetted to only contain cells from myeloid cell clusters. Velocity estimates were made using Seurat’s RunVelocity function. RNA Velocity Plot was generated using Velocyto.R’s show.velocity.on.embedding.cor function.

### Monocle.

Myeloid cell clusters (Macro-1, Macro-2, Macro/Mono, Mono, and cDC) and accompanying nonnormalized gene expression count data from the final integrated Seurat object were used as inputs to create Monocle v2 newCellDataSet. Differential expression between clusters was calculated using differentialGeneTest function in Monocle. DDRTree method was used for dimensionality reduction, and the pseudotime trajectory plot was generated using Monocle’s plot_cell_trajectory function, where cells were colored by pseudotime placement. Axl expression by pseudotime was plotted using plot_genes_in_pseudotime function in Monocle.

### Data availability.

Raw scRNA-seq data (fastq files) and processed UMI count matrices used in the current study are publicly available on NCBI GEO (GSE157292).

### Histology.

Kidney allografts were fixed in 10% formalin for 10–12 hours and 5 μm–thick sections were stained for periodic acid–Schiff (PAS) staining using kit (Sigma-Aldrich) as per manufacturer’s instructions. PAS-stained kidney allograft sections were blindly evaluated for features of kidney rejection. The severity of inflammation was scored on kidney sections as 0 (none), 1 (minimal), 2 (mild), 3 (moderate), to 4 (severe).

### Kidney allograft function analysis.

Renal function was assessed by measuring serum creatinine and urea nitrogen levels by kits from Alfa Wassermann Inc. per the manufacturer’s protocols.

### Flow cytometry.

Recipients were euthanized, and kidney allografts were retrieved, perfused with cold PBS, and digested using Multi Tissue Dissociation Kit1 (Miltenyi Biotec) for single cell preparation. Cell preparations were subjected to RBC lysis and stained for surface and intracellular markers for flow cytometric analysis. For intracellular staining, cells were first stimulated with the PMA and ionomycin cocktail (eBioscience) for 4 hours at 37°C, followed by surface staining, fixation/permeabilization (eBioscience), and intracellular staining for IFN-γ (clone XMG1.2, Tonbo) and Ki-67 (clone B56, BD Biosciences). The following antibodies were used for cell surface staining: Axl (clone 175128, BD Biosciences,), CD3 (clone 17A2, eBioscience), CD4 (clone GK1.5, BD Biosciences), CD8 (clone 53-6.7, eBioscience), CD11b (clone M1/70, BD Biosciences), CD44 (clone IM7, eBioscience), CD45.1 (clone A20, BD Biosciences), CD45.2 (clone 104, BD Biosciences), CD64 (clone X54-5/7.1, eBioscience), CD86 (clone GL1, BD Biosciences), CXCR3 (clone CXCR3-173, BioLengend), F4/80 (clone BM8, BioLegend), Ly6C (clone HK1.4, eBioscience), Ly6G (clone 1A8, eBioscience), MHC II-A^b^ (clone AF6-120.1, eBioscience), and TCRVβ8.3 (clone 1B3.3, BD Biosciences). Dead cells were removed by using the Aqua live/dead dye (Molecular Probes). Stained cells were acquired on BD Fortessa, and samples were analyzed using FlowJo V.10.1 (Tree Star Inc.).

### BM-derived macrophages (BMDM) culture.

BM cells were isolated from the tibia and fibula of WT and Axl-KO mice and cultured in DMEM with M-CSF (20 ng/mL) as described earlier (80). On d5, BMDM from WT mice were further treated with the Axl inhibitor bemcentinib (1 μM). BMDM were harvested on d7, RNA was extracted using TRIzol (Invitrogen), and cDNA was prepared using reverse transcriptase PCR (Applied Biosystems).

### Semiquantitative PCR.

Semiquantitative real-time PCR (ABI Prism 7500) was performed in duplicates using TaqMan master mix. The following TaqMan primers/probe were used: *Cxcl9* (Mm00434946_m1), *Cxcl11* (Mm00444662_m1), *Ifng* (Mm01168134_m1), *Tnfa* (Mm00443258_m1), *Icam1* (Mm00516023_m1), *Vcam1* (Mm00449197_m1), and *Cebpb* (Mm00843434_s1). The ΔΔCt method was used to determine RNA expression, with *Gapdh* (Mm99999915_g1) serving as the internal control. Expressions of various genes in WT and KO recipients were normalized to their expression in naive kidney samples.

### Statistics.

In non–scRNA-seq studies, data were presented as mean ± SD. Statistical analysis was performed in GraphPad Prism 7.04 (GraphPad Inc.). Data were analyzed using 2-tailed Student’s *t* tests and 1-way ANOVA to determine statistical significance. *P* < 0.05 was considered significant.

### Study approval.

All mice used and mouse studies were performed in compliance with institutional guidelines, with the approval of the Duke University Division of Laboratory Animal Resources and IACUC. All the study procedures, including kidney transplantation and drugs used, were approved under institutional protocol no. A260-18-11.

## Author contributions

AD, EBT, and XL conceptualized the study. AD, IH, and JK performed experiments. AD, NRN, IH, ZJ, LB, and JK analyzed data. AD, NRN, and XL wrote the paper. XS, EBT, and XL edited and finalized the paper.

## Supplementary Material

supplemental data

supplemental Data Set 1

## Figures and Tables

**Figure 1:**
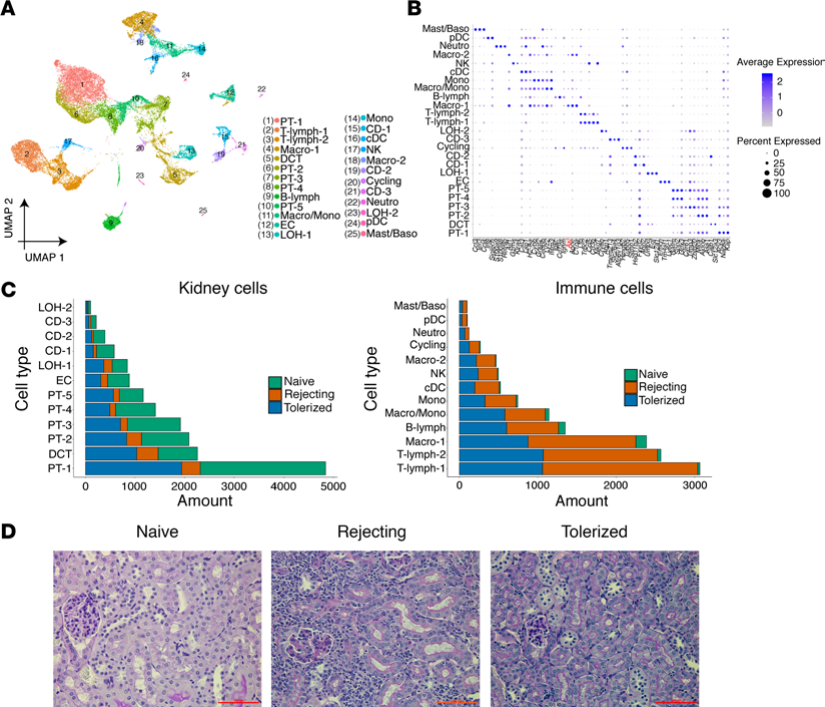
Distinct kidney and immune cell clusters are identified by scRNA-seq of kidney allografts. (**A**) UMAP of 25 cell clusters identified from combined single cells sequenced from rejecting, tolerized kidney allografts, and naive untransplanted kidneys (*n* = 2 each, total 6 kidneys). A total of 30,053 cells were represented in the UMAP. (**B**) Dot plot illustrating each cell cluster and their expression of selected marker genes. (**C**) Bar graphs showing the number of cells in each kidney or immune cell cluster by condition (naive, rejecting, or tolerized). (**D**) Representative photomicrographs showing histopathology (by PAS staining) of the kidneys used for scRNA-seq analysis (representative of *n* = 2 in each condition). Scale bar: 100 μm. PT, proximal tubule; T-lymph, T lymphocyte; Macro, macrophage; DCT, distal convoluted tubule; B-lymph, B lymphocyte; Macro/Mono, macrophage/monocyte; EC, endothelial cell; LOH, Loop of Henle; CD, collecting duct; cDC, conventional DC; Neutro, neutrophil; pDC, plasmacytoid DC; Mast/Baso, mast cell/basophil; UMAP, Uniform Manifold Approximation and Projection.

**Figure 2:**
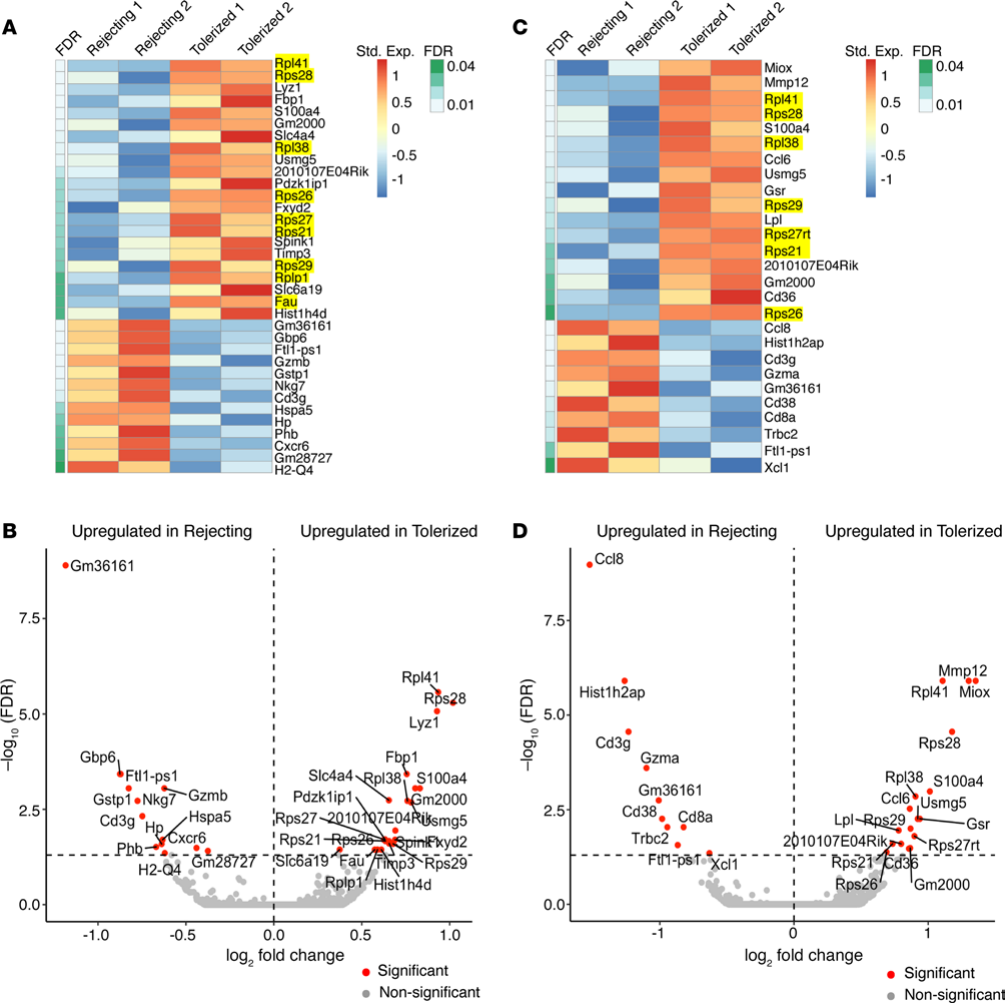
Specific genes are differentially expressed by myeloid cell clusters from rejecting versus tolerized kidney allografts. (**A**) The heatmap showing the standardized expression values of all significantly differential genes (FDR < 0.05) in the Macro-1 cell cluster from rejecting versus tolerized allografts. Each row represents a gene, and each column represents a pseudobulk sample by pooling Macro-1 cells for each rejecting or tolerized sample. Normalized expression values and FDR were obtained using DESeq2. The expression values were standardized for each gene across all pseudobulk samples. (**B**) Volcano plot for the Macro-1 cell cluster showing the log_2_ fold change (*x* axis) and –log_10_(FDR) (*y* axis) of the differential analysis. Each dot represents a gene. The dashed horizontal gray line represents an FDR value of 0.05. Significant genes (FDR < 0.05) are marked as red, and other genes are marked as gray. Names of the significant genes are displayed alongside the dots. (**C**) The heatmap of relative expression of DEGs in the Macro/Mono cell cluster from rejecting versus tolerized kidney allografts similarly generated as in **A**. Highlighted genes in **A** and **C** are representative of a ribosomal protein gene signature. (**D**) Volcano plot for the Macro/Mono cell cluster similarly generated as in **B**.

**Figure 3:**
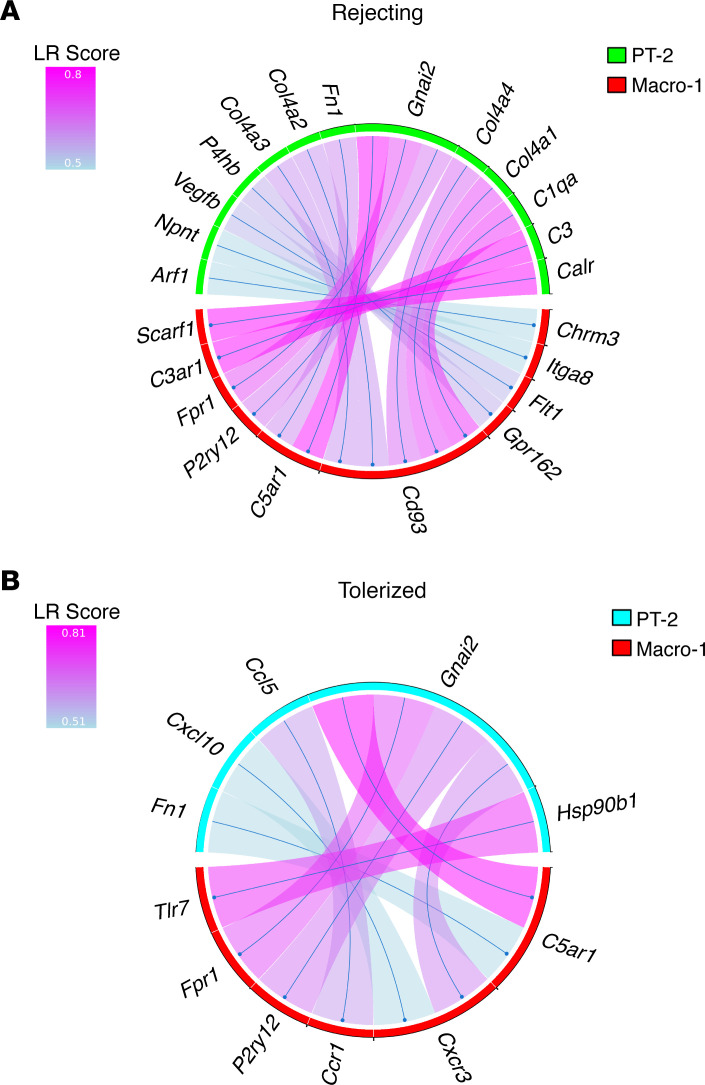
Distinct ligand-receptor (LR) interactions are present between Macro-1 and PT-2 cell clusters in rejecting versus tolerized kidney allografts. (**A**) LR interactions between Macro-1 and PT-2 cell clusters in rejecting kidneys. (**B**) LR interactions between Macro-1 and PT-2 cell clusters in tolerized kidneys.

**Figure 4:**
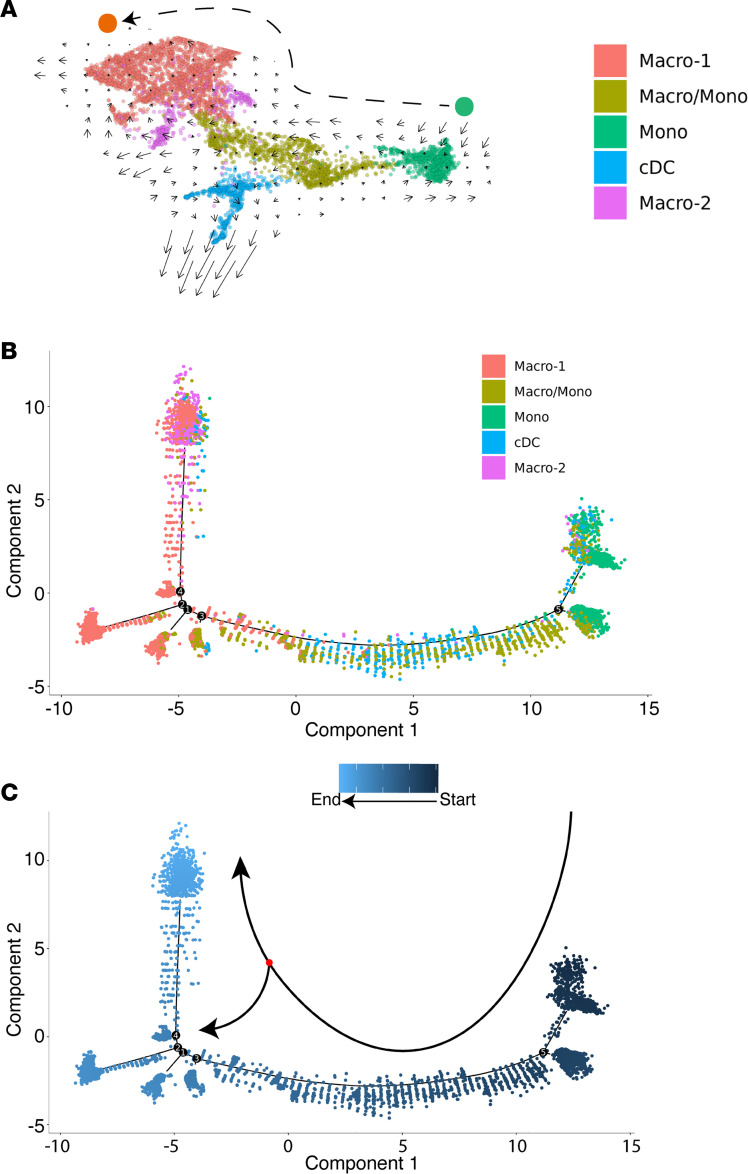
RNA Velocity and Monocle pseudotime analyses reveal potential paths of kidney allograft–infiltrating myeloid cell differentiation. (**A**) RNA Velocity analysis of the 5 myeloid cell clusters depicts a differentiation path from the Mono cell cluster to the Macro-1 cell cluster. (**B**) Monocle trajectory inference places 3 myeloid cell clusters (Mono, Macro-1, and Macro-2) at discrete nodes, and cDC and Macro/Mono cell clusters are placed in the middle branch, indicating their transitional states. (**C**) Monocle pseudotime inference traces a path from the Mono cell cluster node to the Macro-1 cell cluster node.

**Figure 5:**
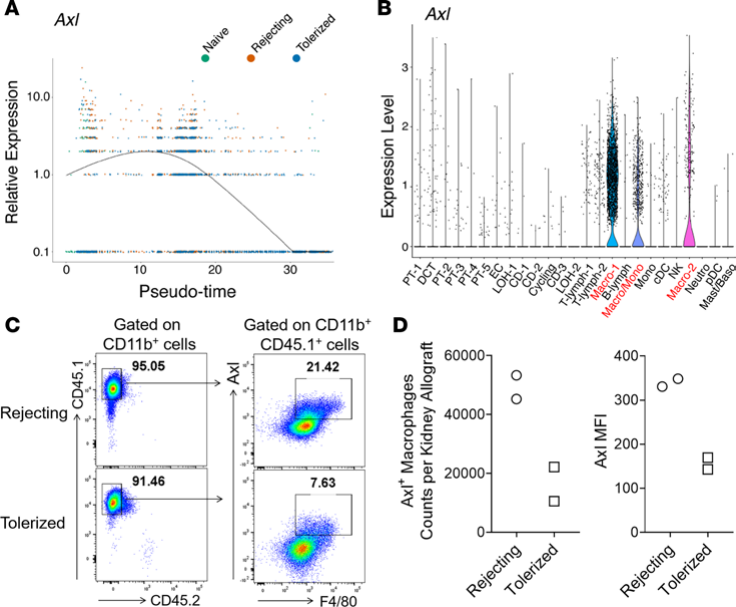
*Axl* is differentially expressed by graft-infiltrating macrophages in rejecting versus tolerized kidney allografts. (**A**) Expression of *Axl* as a function of pseudotime by myeloid cell clusters from the indicated groups. (**B**) Violin plot demonstrating that *Axl* is predominantly expressed by 3 myeloid cell clusters (Macro/Mono, Macro-1 and Macro-2) only. (**C**) CD45.2^+^ BALB/c kidneys were transplanted into congenic CD45.1^+^ WT B6 recipients. Recipients were either treated with donor ECDI-SP (tolerized) or not (rejecting). Kidney allografts were retrieved on d15 after transplantation for FACS analysis. Representative FACS plots showing intragraft CD45.1^+^ recipient–derived (majority) and CD45.2^+^ donor–derived (minimal) myeloid cells (left panels, cells were gated on total live CD11b^+^ myeloid cells, representative of *n* = 2 in each group). CD45.1^+^ recipient myeloid cells were further analyzed for their expression of Axl and F4/80 (right panels, representative of *n* = 2 in each group). (**D**) Left: total numbers of Axl^+^F4/80^+^ macrophages per kidney allograft as shown in **C**. Right: MFI of Axl expression normalized to the isotype control.

**Figure 6:**
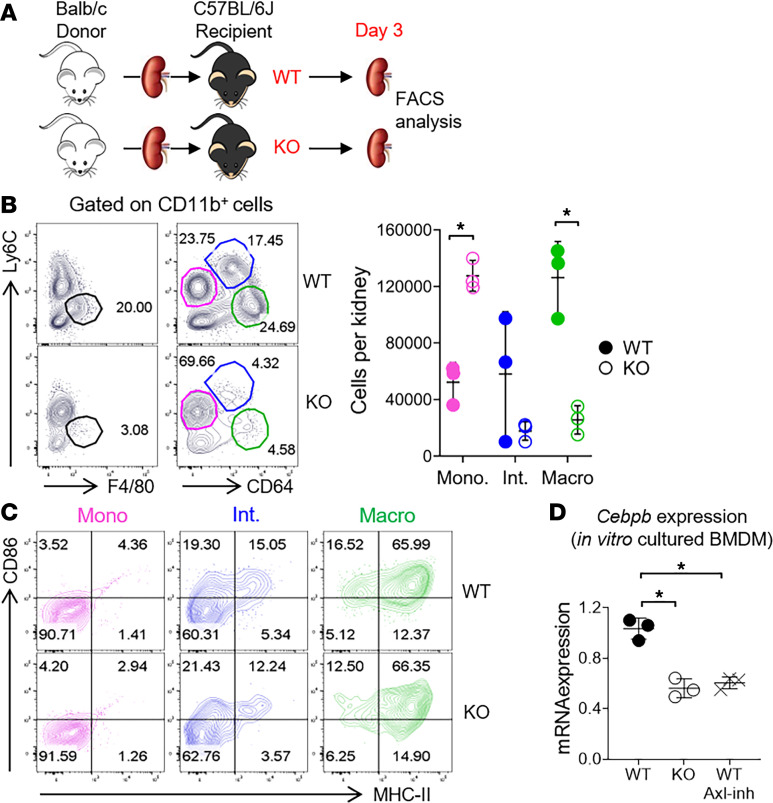
Axl promotes intragraft differentiation of inflammatory macrophages in kidney allografts. (**A**) Scheme of allogeneic kidney transplantation and graft harvest. BALB/c kidneys were transplanted into bilaterally nephrectomized *Axl* WT or -KO B6 recipients. Kidney allografts were retrieved on d3 after transplantation for FACS analysis. (**B**) Representative FACS plots showing F4/80 (left panels) and CD64 (right panels) among graft-infiltrating CD11b^+^ cells in kidney allografts from WT or KO recipients. Scatter plot showing the total number of various subsets of myeloid cells (with corresponding colors to their respective gates). *n* = 3 per group. *P < 0.05 (1-way ANOVA). (**C**) Expression of MHC II and CD86 by various subsets of myeloid cells shown in **B** (with corresponding colors to their respective gates). (**D**) Gene expression of *Cebpb* determined by qPCR in cultured BMDC from *Axl* WT and -KO mice. In WT BMDM, Axl kinase activity was further inhibited by bemcentinib (1 μM, during the last 2 days of culture). *n* = 3 per group. *P < 0.05 (1-way ANOVA).

**Figure 7:**
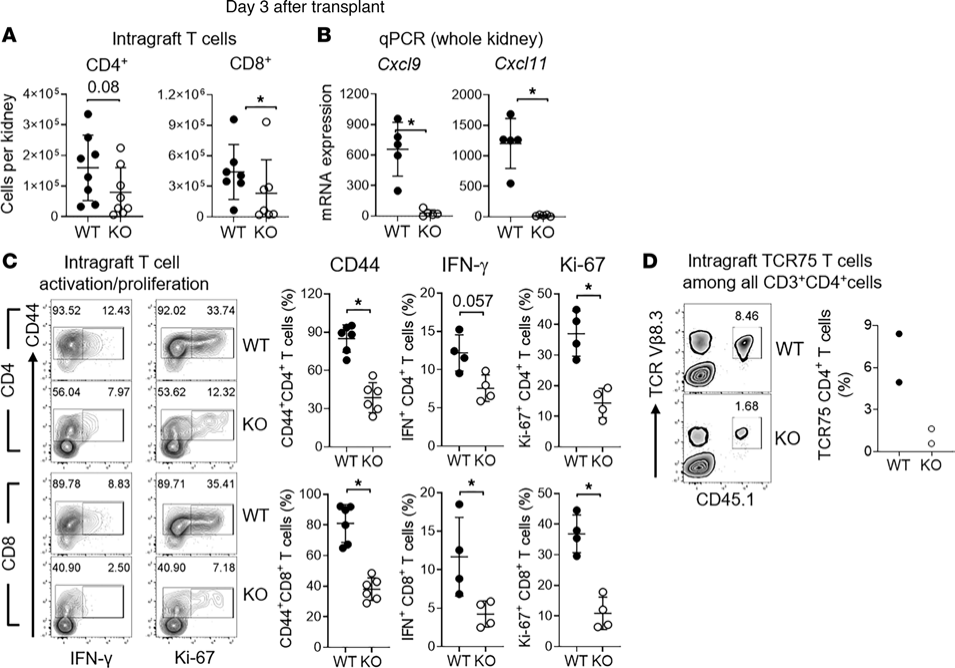
Axl promotes T cell recruitment and activation in kidney allografts. (**A**) Scatter plots of the total number of graft-infiltrating CD4^+^ and CD8^+^ T cells in *Axl* WT or -KO recipients on d3 after transplantation (*n* = 7–8 per group). *P < 0.05 (*t* test). (**B**) Expression of chemokines *Cxcl9* and *Cxcl11* measured by qPCR in whole kidney allografts retrieved on d3 (*n* = 5 per group). *P < 0.05 (*t* test). (**C**) Representative FACS plots showing cell activation (CD44), effector function (IFN-γ), and proliferation (Ki-67) of graft-infiltrating CD4^+^ and CD8^+^ T cells in *Axl* WT or -KO recipients. Scatter plots showing statistical comparisons between the groups. *n* = 4 per group. *P < 0.05 (*t* test). (**D**) Purified alloantigen-specific TCR75 CD4^+^ T cells (2.5 × 10^5^ per mouse) were adoptively transferred into *Axl* WT and -KO recipients 1 day prior to transplantation. Representative FACS plots demonstrating intragraft TCR75 CD4^+^ T cells in *Axl* WT and -KO recipients on d3 after transplantation. TCR75 CD4^+^ T cells were identified by CD45.1 and TCR Vβ8.3. Cells were gated on total CD3^+^CD4^+^ T cells (*n* = 2 per group). Scatter plot demonstrating percentage of TCR75 cells among total CD3^+^CD4^+^ T cells in each group.

**Figure 8:**
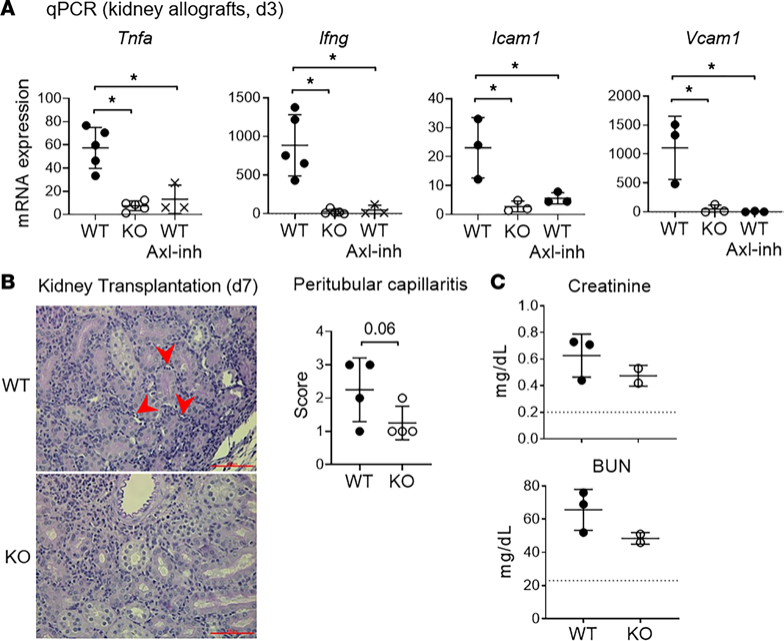
Targeting Axl reduces kidney allograft inflammation. (**A**) Scatter plots showing the expression of inflammatory cytokines and cell adhesion molecules measured by qPCR in kidney allografts from indicated recipients on d3 after transplantation (*n* = 3–5 per group). *P < 0.05 (1-way ANOVA). (**B**) Representative photomicrograph of histopathology of kidney allografts from *Axl* WT and -KO recipients retrieved on d7 after transplantation. Red arrowheads point to peritubular capillaritis. Scale bar: 100 μm. Scatter plot depicting histopathologic scores for kidney allograft peritubular capillaritis from *Axl* WT and -KO recipients (*n* = 4 per group). *P* value was calculated by 1-tailed Welch’s *t* test. (**C**) Measurement of serum creatinine and blood urea nitrogen (BUN) on d7 after transplantation. Dotted lines indicate the average normal values in naive B6 mice (*n* = 2–3 per group).

# Supplementary material for: Single cell transcriptomics of mouse kidney transplants reveals a myeloid cell pathway for transplant rejection
**Source:** JCI Insight. 2020 Oct 15;5(20):e141321. doi: 10.1172/jci.insight.141321
**Supplement:** supplemental data

Supplementary Figure 1

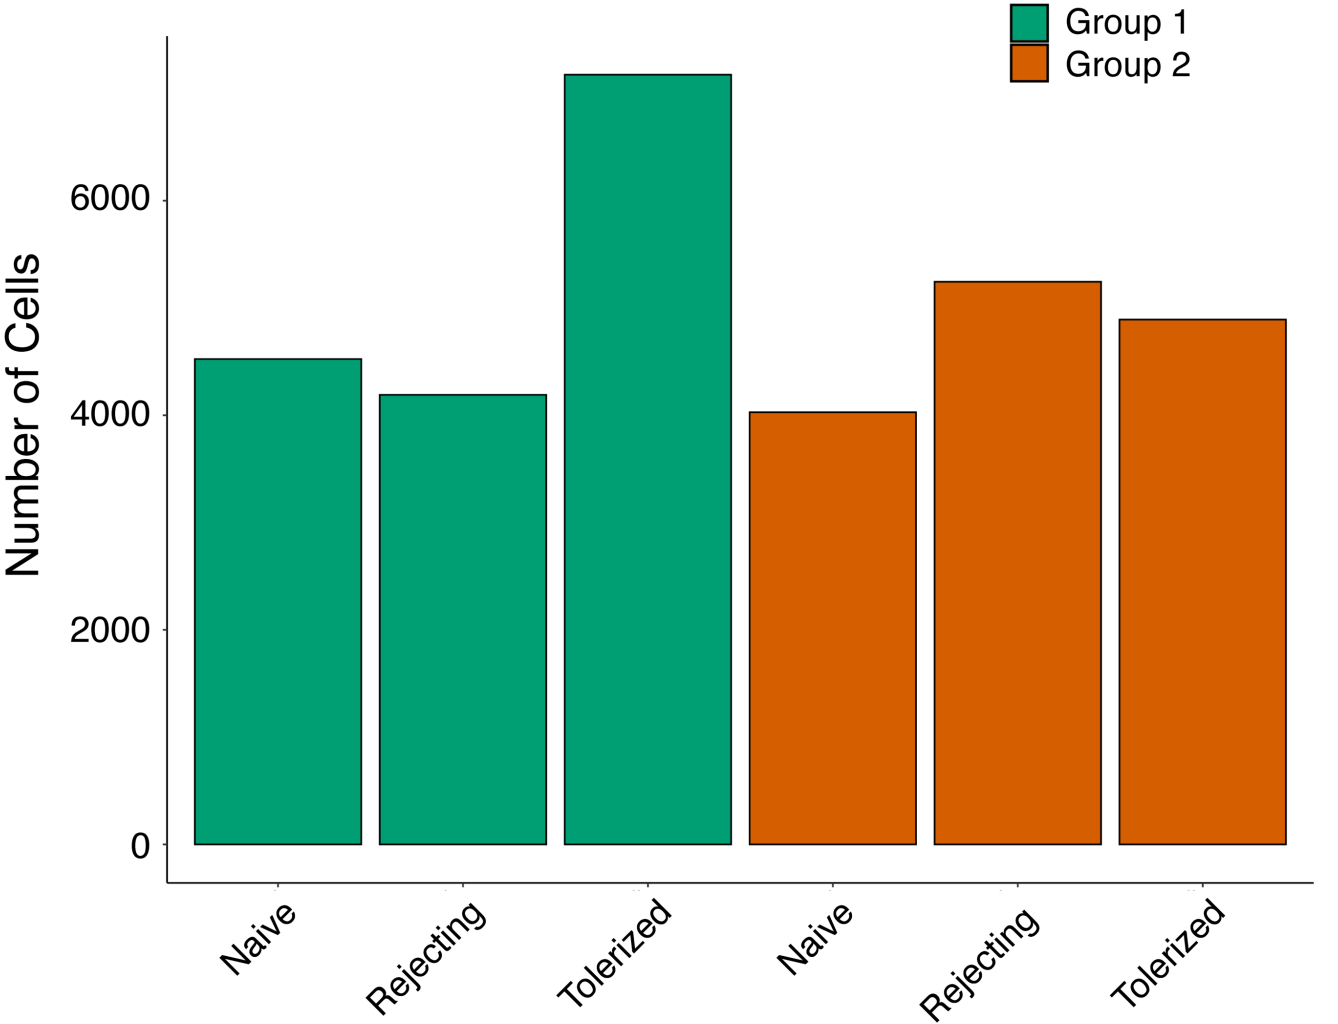

Supplementary Figure 1. The number of cells sequenced per kidney sample in each group (naïve, rejecting, tolerized), colored by the experiment number (Experiment 1 = green; and Experiment 2 = orange).

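The cells kept in the processing used here numbered 6683 and 5608 in the naive kidneys, 10483 and 7528 in the rejecting kidneys, and 8973 and 6392 in the tolerized kidneys. By group, these were 12291, 18011, and 15365 cells. The order of the 2 numbers is that of the replicates in the authors' labels, which do not state the experiment number.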

Supplementary Figure 2

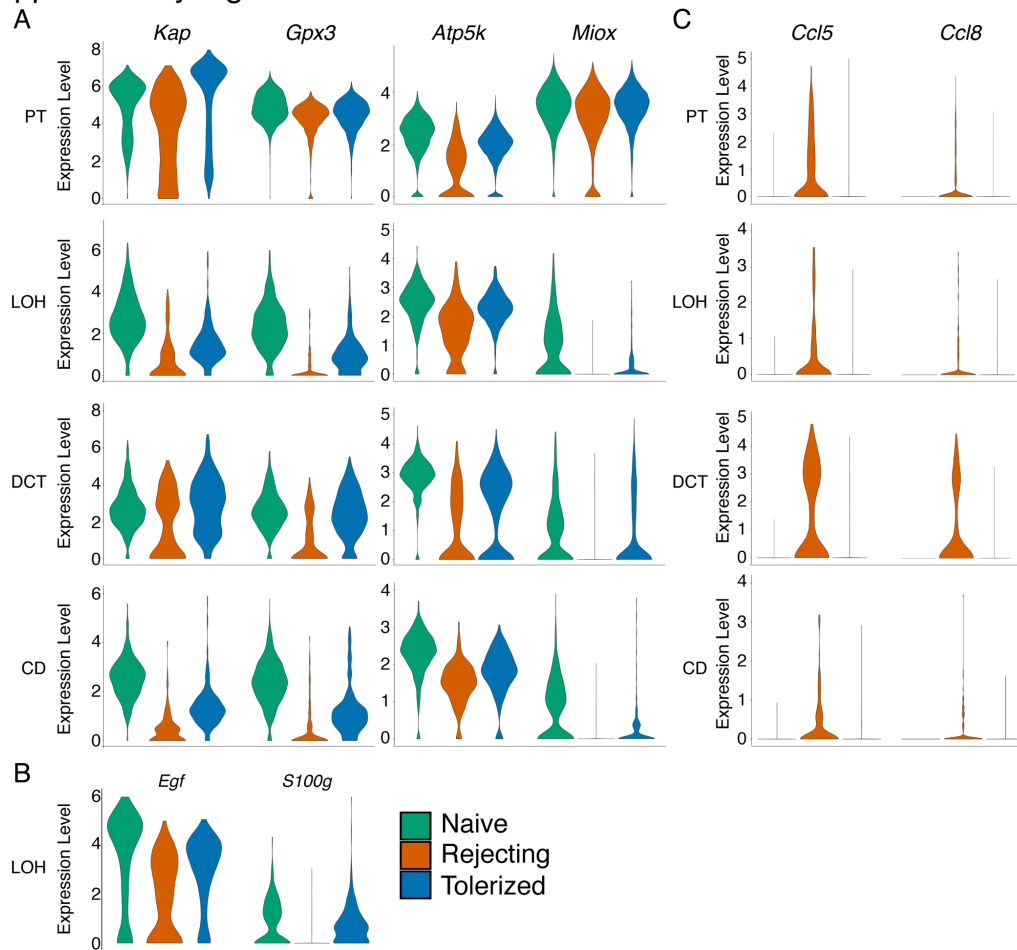

Supplementary Figure 2. Selective differential gene expression in kidney parenchymal cell clusters under various conditions reveals superior kidney function and inhibited inflammation as a hallmark of allograft tolerance. A: Violin plots depicting the expression of *Kap*, *Gpx3*, *Atp5k*, and *Miox* in various kidney parenchymal cell clusters (PT, LOH, DCT, and CD) under different conditions (naïve, rejecting, and tolerized). B: Violin plots depicting the expression of *Egf* and *S100g* in the LOH cell clusters under different conditions (naïve, rejecting, and tolerized). C: Violin plots depicting the expression of *Ccl5* and *Ccl8* in various kidney parenchymal cell clusters (PT, LOH, DCT, and CD) under different conditions (naïve, rejecting, and tolerized). PT, all proximal tubule cell clusters combined; LOH, all Loop of Henle cell clusters combined; CD, all collecting duct cell clusters combined; DCT, distal convoluted tubule cell cluster.

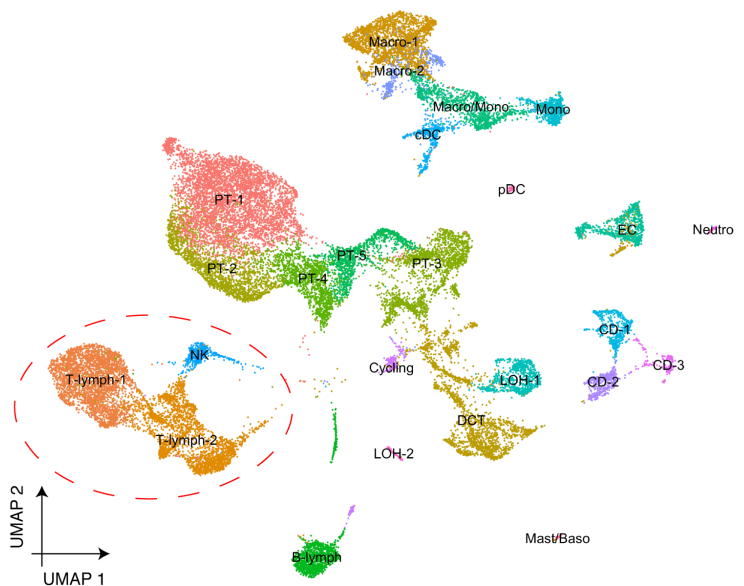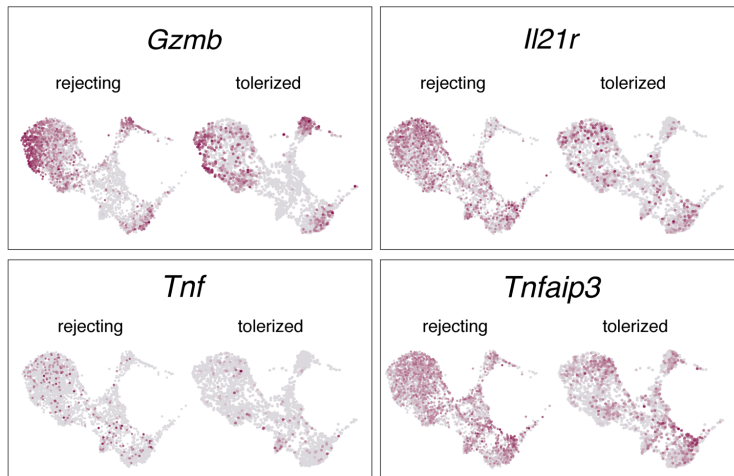

Supplementary Figure 3. DEGs in graft-infiltrating T cell clusters from rejecting versus tolerized kidney allografts. Top UMAP showing the T cell clusters (circled with the dashed line) in which the DEGs were examined. Individual UMAPs showing the expression of *Gzmb*, *Il21r*, *Tnf*, and *Tnfaip3* in T lymphocyte cell clusters (T-lymph-1 and T-lymph-2) in rejecting versus tolerized kidney allografts. T-lymph, T lymphocytes; UMAP, Uniform Manifold Approximation and Projection.

Supplementary Figure 4

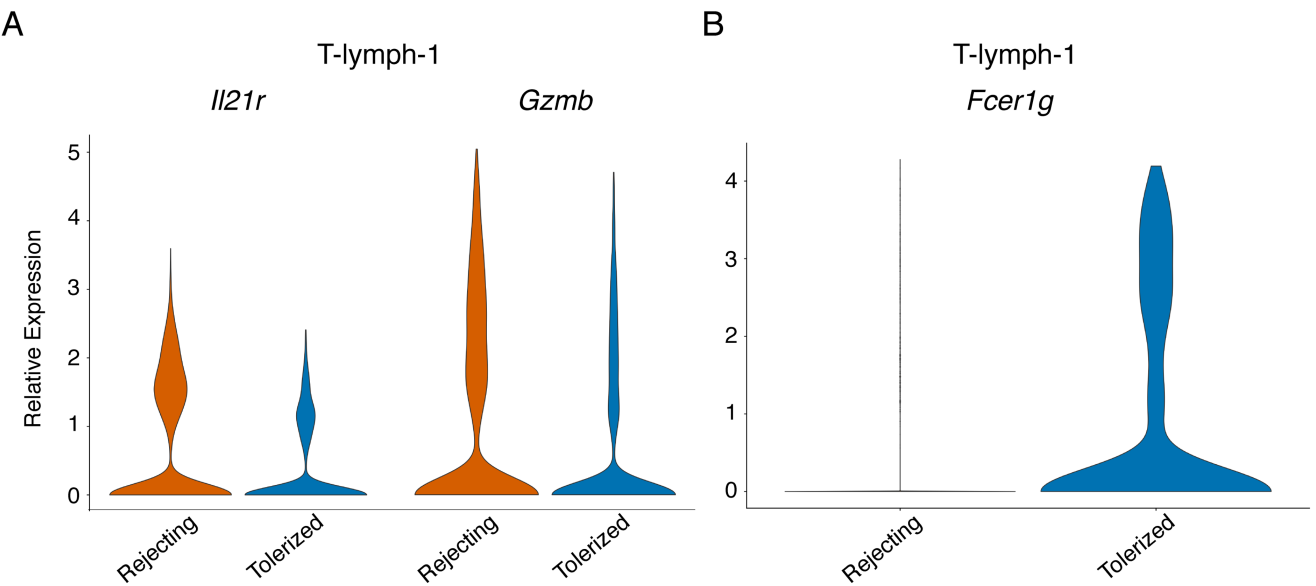

Supplementary Figure 4. Violin plots of selective differentially expressed genes in T-lymph-1 cells in rejecting versus tolerized kidney allografts. A: Violin plots depicting the expression of *Il21r* and *Gzmb* in T-lymph-1 cells from rejecting versus tolerized kidney allografts. B: The Violin plot depicting the expression of *Fcer1g* in T-lymph-1 cells from rejecting versus tolerized kidney allografts.

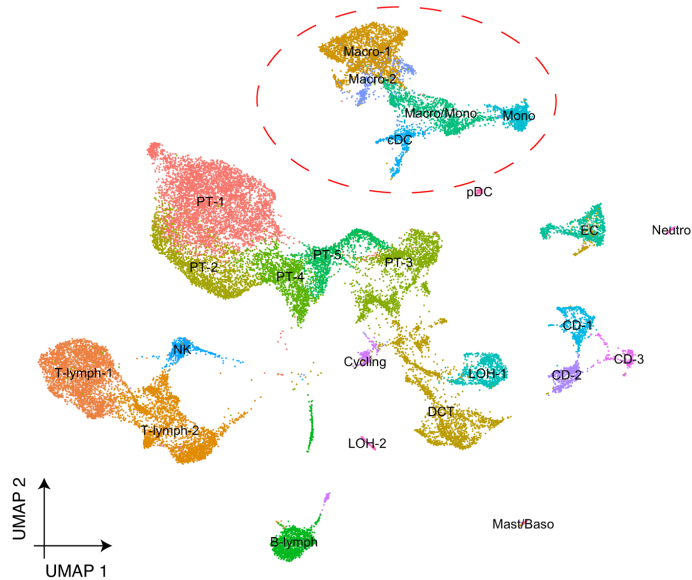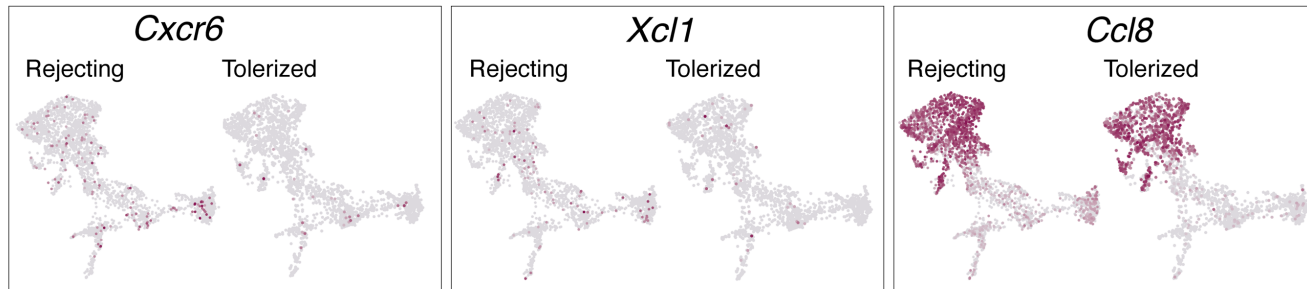

Supplementary Figure 5. DEGs in graft-infiltrating myeloid cell clusters from rejecting versus tolerized kidney allografts. Top UMAP showing the myeloid cell clusters (circled with the dashed line) in which the DEGs were examined. Individual UMAPs showing the expression of *Cxcr6*, *Xcl1*, and *Ccl8* in myeloid cell clusters (Macro-1, Macro-2, Macro/Mono, Mono, cDC) in rejecting versus tolerized kidney allografts. Macro, macrophage; Mono, monocyte; cDC, conventional dendritic cells; UMAP, Uniform Manifold Approximation and Projection.

Supplementary Figure 6

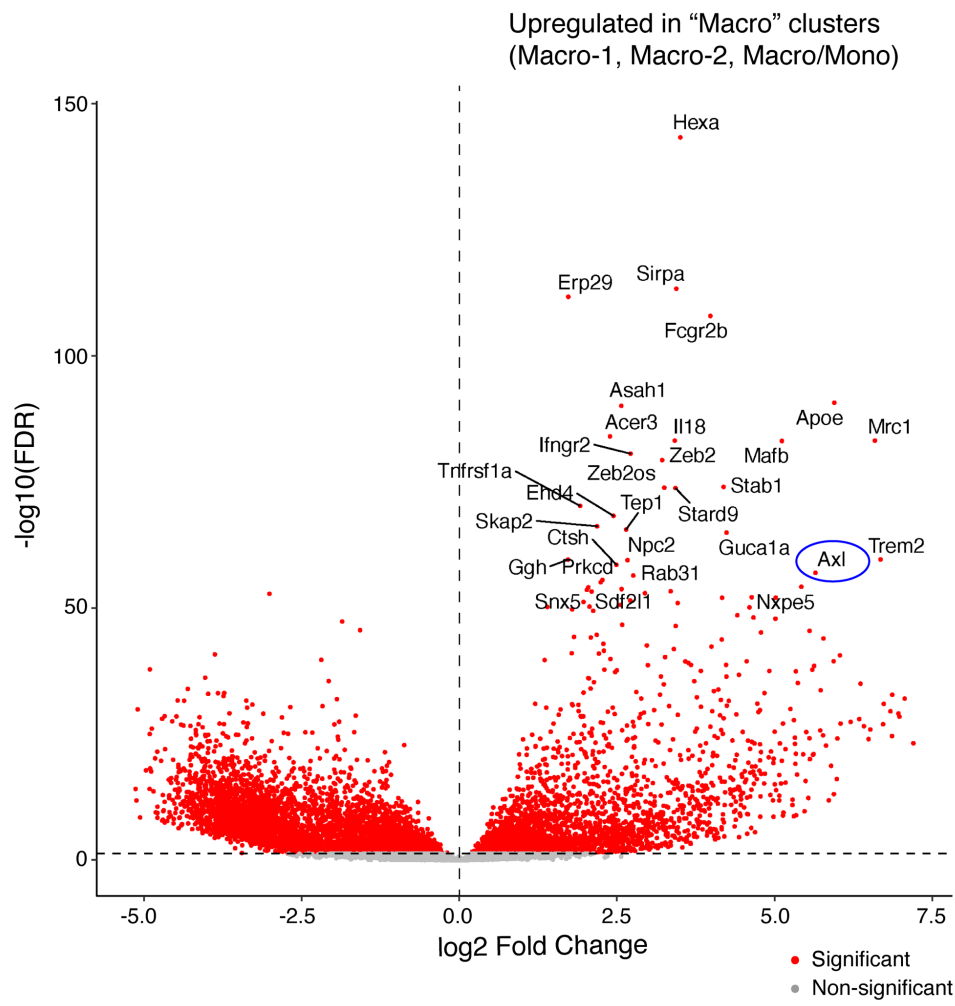

Supplementary Figure 6. Volcano plot comparing gene expressions in Macro clusters (combined Macro-1, Macro-2, Macro/Mono) and all other clusters combined across all samples (naive, rejecting, tolerized). X-axis: the  $\log_2$  fold change; Y-axis:  $-\log_{10}(\text{FDR})$ . Each dot represents a gene. Significant genes ( $\text{FDR} < 0.05$ ) are marked as red, and selective significant genes including Axl (circled in blue) are shown.

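Macrophage-like and macrophage/monocyte-like cells were summed together in each of the 6 kidneys and compared with the sum of all other named cells of the same kidney, with a term for each kidney in edgeR's quasi-likelihood test. Of 13397 genes tested, 8948 passed an FDR of 0.05, 3855 higher and 5093 lower in the macrophage sums. Axl had a log2 fold change of 5.88 (standard error 0.506, FDR 1.43e-05 from edgeR) and ranked 1564th by p. Over the alternatives, its rank ran from 21st against other immune cells alone to 2169th without the second naive kidney, and was 273rd with the DESeq2 test. Against other immune cells alone, the setting that moved Axl most, the change was 4.62 (standard error 0.141, FDR 2.57e-11; the alternatives ranged from 2.29e-32 to 0.000157). Without 1 kidney in turn, between 7499 and 9309 genes passed, and the change of Axl lay between 5.62 and 6.27.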

Supplementary Figure 7

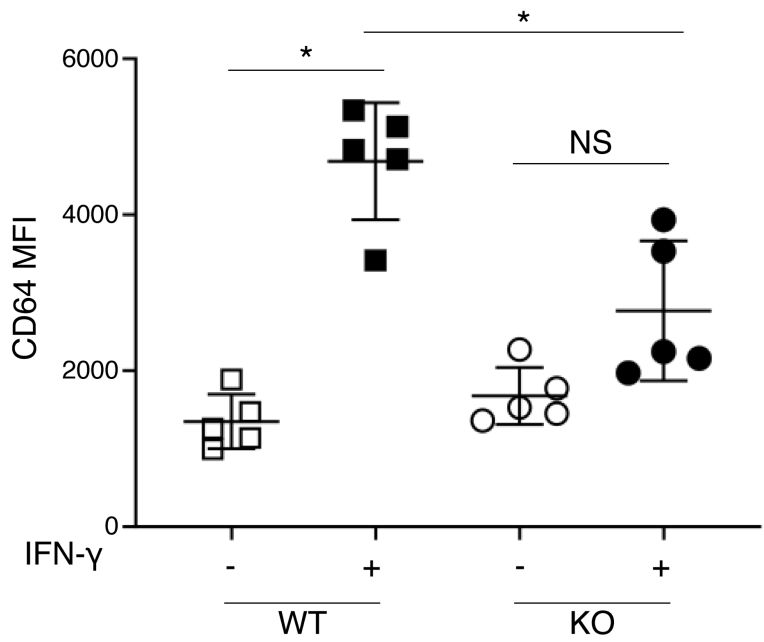

Supplementary Figure 7: Expression of CD64 by bone marrow derived macrophages (BMDM) from Ax/ WT or KO progenitors. Bone marrow progenitor cells from Ax/ WT or KO mice were isolated and cultured in medium supplemented with recombinant M-CSF (20 ng/mL) to generate BMDM. On day 7, BMDMs (CD11b<sup>+</sup>F4/80<sup>+</sup>; ~98% pure) were stimulated with recombinant IFN-γ (50 U/mL). Following 24h of stimulation, resulting BMDMs were stained and analyzed for the expression of the inflammatory marker CD64. Scatter plot shows statistical analysis of the mean fluorescence intensity (MFI) of CD64. n = 5 preparations of BMDMs from 5 individual mice per group. \**P*<0.05 (one-way ANOVA); NS = Not significant.

# Supplementary Figure 8

## Macro-1 + Macro/Mono

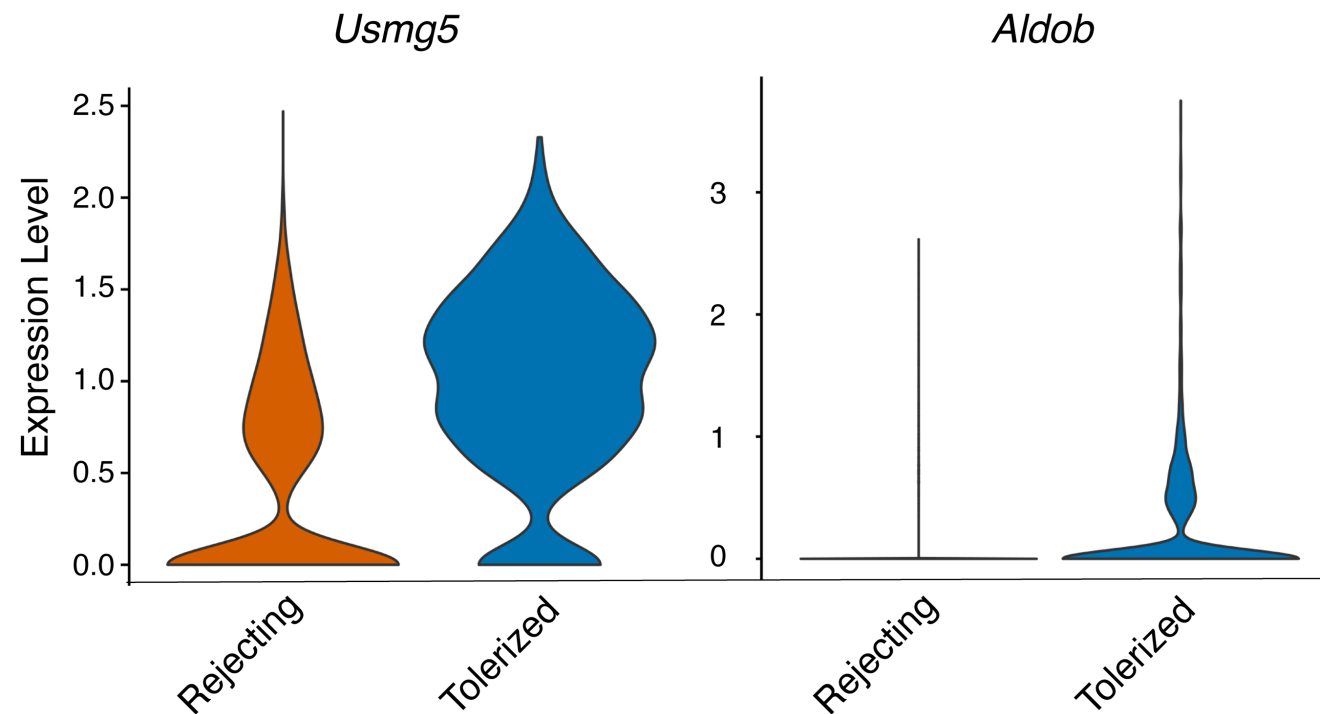

Supplementary Figure 8. Violin plots of selective differentially expressed metabolic genes in myeloid cell clusters in rejecting versus tolerized kidney allografts. Violin plots depicting the expression of genes related to metabolism and energy production (*Usmg5*, *Aldob*) in combined Macro-1 and Macro-Mono clusters from rejecting versus tolerized kidney allografts.

How the deposited data were processed for this re-analysis (not part of the article)

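Single cells of 2 naive, 2 rejecting, and 2 tolerized mouse kidneys were analyzed, with 1 library per kidney. The transplanted kidneys were taken on day 15. The authors deposited 1 count matrix per kidney, which holds raw UMI counts per gene and cell barcode from CellRanger after alignment to mm10, without normalization. Values were whole numbers in each matrix. The total UMIs per kidney and the difference in CellRanger version and gene list are given beside the sentence on the 6 kidneys. Coordinates are those of GRCm38 in GENCODE release M21.

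Cells with at least 500 UMIs, 250 genes, and at most 50% mitochondrial UMIs were kept. Doublets were scored per kidney with Scrublet through scanpy 1.11.5, and the highest scores were called up to 0.8% per 1000 barcodes. Clustering used the genes shared by all matrices, 2500 variable genes, 40 principal components, 20 neighbors, and the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 1.5. Called doublets took part in the clustering and were left out afterwards. Clusters were named by markers detected in at least 10% of cells and at least 2 times the mean over clusters, with at least 3 markers needed. Clusters in which most cells were called doublets, or whose leading genes belonged to another class, stayed unnamed. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9, and R 4.3.3 were used.

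UMI counts were summed per kidney and class, filtered with filterByExpr, normalized by TMM, and tested with the quasi-likelihood method of edgeR 4.0.16, at an FDR of 0.05. Rejecting and tolerized kidneys were fitted alone for macrophage-like, macrophage/monocyte-like, and T cell-like cells, because naive kidneys hold few of these cells, and all 6 kidneys were fitted together for tubular cells. Sets of genes were tested with fry and camera of limma 3.58.1 and adjusted over 2 sets, all 78 genes and the 8 of the signature, and DESeq2 1.42.0 was an alternative. Cell numbers were compared with exact permutation tests. The tests of single genes were tested on simulated data with 200 changed genes, and the set tests on simulated sets of 99 genes, a size other than that of the sets tested here. With 20 simulated sets, fry called 1 set without a shift and 19 sets shifted by a log2 of 0.25, and camera called 0 and 20. Genes were drawn independently there, so these simulations cannot show how often either test calls a set falsely when its genes vary together.

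Named genes are those the paper names for a comparison, the 5 genes with the largest log2 fold change in each direction among those past the FDR whose groups do not overlap, and Axl. This rule, the cell markers, the tests, and the alternatives were fixed before the data were examined, except for the adjustment of the set tests over 2 sets, which was chosen after the data were seen, and for 2 alternatives that were added later: the genes with an unadjusted p under 0.05 for the comparison with naive kidneys, and camera with an estimated correlation between genes. The alternatives set beforehand were the DESeq2 test, DESeq2's size factors in edgeR, no filter on low counts, a block for the replicate number, doublets kept, at least 1000 UMIs, at most 20% mitochondrial UMIs, a resolution of 0.8, other choices of cells or kidneys, and leaving out each kidney in turn.

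The order of myeloid cells used 30 principal components, 30 neighbors, and 15 diffusion components. RNA Velocity was left out because the matrices hold no spliced and unspliced counts. The flow cytometry and knockout experiments have no deposited counts and were left out. A result for 1 gene that was measured is not reported here. Some classes held few cells: stroma-like cells numbered 3 in the first rejecting kidney, and T cell-like cells 3 and 6 in the naive kidneys. A cluster with 8 T cell markers, which held 29 and 37 naive cells, stayed unnamed because Ly6c2 was among its leading genes.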

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

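The tests of Car15, of Nme2, and of the lower limit of UMIs for the Havcr1 cluster were chosen after the results were seen, and the count of cells with Havcr1 UMIs after the cluster was seen.

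A cluster of 191 cells led by Havcr1, which the paper does not report, was found in transplanted kidneys above the level in naive kidneys. It held 67 and 50 cells of the rejecting kidneys (0.639% and 0.664% of kept cells) and 70 and 4 cells of the tolerized kidneys (0.78% and 0.063%). None of the 12291 naive cells fell into it, and it made up 0.572% of the cells of transplanted kidneys. Clustering without integration, which can keep naive cells apart, is argued against as the whole cause: without clusters, 0 of the 12291 naive cells (0%) held at least 2 UMIs of Havcr1, which allows a share of up to 0.0244%, against 0.691% and 0.955% of the rejecting and 2.54% and 0.557% of the tolerized cells with at least 1342 UMIs. The lower limit of UMIs in transplanted kidneys is argued against, since 90.6% of these cells had more UMIs than the lowest kept naive cell. The difference between naive and transplanted libraries, strains, and ages was not separated from transplantation by the design. The second tolerized kidney, with 4 cells of the cluster, differed from the other transplanted kidneys. An effect of transplantation stays open, as untested.

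Car15, a gene the paper does not discuss, had a log2 fold change of -4.14 in loop of Henle-like cells, with rejecting kidneys above naive and tolerized kidneys. Without the first rejecting kidney, the change was -2.80. Free RNA from other cells is argued against, since no class besides loop of Henle-like and collecting duct-like cells exceeded 7 CPM in a transplanted kidney. A difference between libraries in every cell type cannot be told apart from a change in these cells, because only 2 classes held Car15 at 20 CPM or more. The difference between rejecting and tolerized kidneys passed the FDR in loop of Henle-like cells (0.00548 from edgeR's quasi-likelihood test) and under 9 of 9 alternatives. In collecting duct-like cells it passed too (0.0408), and under 8 of 9 alternatives. Whether rejection or tolerance caused it stays open, as untested.

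Nme2, which the paper does not discuss either, had a log2 fold change of -4.53 in loop of Henle-like cells and of -1.12 without the first rejecting kidney. That kidney had 223.1 CPM against 11.4, 5, and 5 CPM in the other transplanted kidneys. In 6 other classes, its log2 ratio to the next transplanted kidney was at least 2.89, so a difference of this library in every cell type may account for the change. No biological explanation was tested.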

How the results depend on the processing

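Results were computed under the alternatives set before the data were examined and under 2 chosen afterwards: the genes with an unadjusted p under 0.05 that were also higher in naive kidneys, and camera with an estimated correlation between genes. Between rejecting and tolerized kidneys, leaving out 1 of them left a group with a single kidney, so no test was run there and counts of genes have no such value. Over alternatives other than leaving out a kidney, 433 results and settings kept their direction and side of the threshold or moved little, 20 became weaker, 41 stronger, 8 reversed, and 8 moved. With a kidney left out, 218 stayed within the spread between kidneys and 88 moved.

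With the DESeq2 test, the genes past the FDR numbered 29 in macrophage-like, 30 in macrophage/monocyte-like, 32 in T cell-like, and 209 in proximal tubule-like cells against 0 in each with edgeR, 46 against 6 in distal convoluted tubule-like cells, and 31 against 1 in collecting duct-like cells, but 39 against 43 in loop of Henle-like cells, with 28 shared. In simulated counts its false share was 12.3% to 32.9%. Without the filter on low counts, 248, 282, 349, and 848 genes passed in the first 4 classes, 311 in loop of Henle-like cells against 43, 373 in distal convoluted tubule-like cells, and 311 in collecting duct-like cells; in that fit, edgeR estimated no gene-specific spread, and the cause was not tested. At an unadjusted p under 0.05, edgeR gave 657, 617, 901, and 1421 genes in the first 4 classes.

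Whether the replicate numbers pair the kidneys by experiment is unknown, because the labels do not state the experiment number. Across genes, which are not independent replicates, the differences within rejecting and within tolerized kidneys had a correlation between -0.188 and 0.121. These differences mix all sources of variation between kidneys, so pairing was not seen but cannot be excluded. With a replicate block, 16 genes passed in T cell-like (5 higher and 11 lower in tolerized kidneys), 82 in loop of Henle-like, 74 in distal convoluted tubule-like, and 19 in collecting duct-like cells. Of the 82, 43 were among the 43 without the block. With the block, the ribosomal protein genes kept a median log2 fold change of 0.23 (FDR 0.108 from fry of limma) and the 8 genes of the signature 0.92 (FDR 0.122), and Kap in collecting duct-like cells reversed to 0.50.

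With doublets kept, 18 genes passed in loop of Henle-like, 56 in distal convoluted tubule-like, and 8 in collecting duct-like cells, and 16 of the 18 were among the 43. In cells with at most 20% mitochondrial UMIs, the numbers were 3, 2, and 8, with fewer genes tested (7068 in loop of Henle-like and 6091 in distal convoluted tubule-like cells). With at least 1000 UMIs per cell, 41 genes passed in distal convoluted tubule-like cells. With rejecting and tolerized kidneys alone, a fit with fewer kidneys, 18 genes passed in loop of Henle-like, 1 in distal convoluted tubule-like, and 0 in collecting duct-like cells (739 at an unadjusted p under 0.05).

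Of the genes higher in tolerized kidneys, 73 were also higher in naive kidneys with the DESeq2 test and 459 at an unadjusted p under 0.05, against 0 with edgeR's FDR. For the ribosomal set, the FDR from fry was 0.0307 to 0.108 over its alternatives, and camera with an estimated correlation gave an FDR of 0.0983 for all genes (median 0.23) and for the 8 (median 0.92). With a kidney left out, the median lay between 0.13 and 0.33 for all genes and between 0.84 and 1.06 for the 8. The mean correlation of Axl with the myeloid order was 0.49 with doublets kept against 0.588. The cause was not tested.

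Reversed signs were found for genes whose change is smaller than its standard error or close to it. Kap in collecting duct-like cells was 0.004 without the filter on low counts and 1.16 with doublets kept, against -0.05, and Gpx3 there was 0.56 with doublets kept, against -0.06. Xcl1 in macrophage-like cells was -0.044 with doublets kept, -0.19 at a resolution of 0.8, and -0.50 with macrophage-like and macrophage/monocyte-like cells together, against 0.21. Ccl8 in macrophage/monocyte-like cells was -2.37 at a resolution of 0.8, against 0.35, but that value comes from monocyte-like cells, used because no cluster carried both marker lists at this resolution. The cause was not tested. Of 52 values, each of a named gene in a class of cells, 13 passed the FDR, 25 passed with the DESeq2 test, and 7 changed sign with a kidney left out.

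With a kidney left out, the difference in kidney cells between tolerized and rejecting kidneys lay between 474 and 2611 cells, with 474 without the second rejecting kidney, and the difference in immune cells between -3785.5 and -1665.5. Between 7499 and 9309 genes separated macrophages from other cells. Groups of 2 kidneys limit every comparison of cell numbers to an exact p of at least 0.3333.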

Differences from the paper's values

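The paper states 30053 cells, against 45667 kept here. Of the alternatives set before the data were examined, at least 1000 UMIs (42272) and at most 20% mitochondrial UMIs (29601) came within 1.5 times the paper's number, and keeping doublets did not (49797). For rejecting kidneys, the paper shows about 9400 cells in Supplementary Figure 1, read by eye, against 18011 here; at most 20% mitochondrial UMIs (13657) came within that limit, while at least 1000 UMIs and doublets kept did not. For naive kidneys, the paper shows about 8500 cells in Supplementary Figure 1, read by eye, and 12291 here was within the limit, while at most 20% mitochondrial UMIs (4573) and doublets kept (13280) were not. The paper's 25 clusters compare with 51 here. The alternative computed for this number, a resolution of 0.8, gave 40 and did not close the gap.

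For Macro-1, the heatmap in Figure 2A shows about 22 genes higher in tolerized kidneys and about 13 higher in rejecting kidneys, read by eye, against 0 and 0 past the FDR here (657 at an unadjusted p under 0.05). For Macro/Mono, Figure 2C shows about 17 and about 10, read by eye, against 0 and 0 (617 at an unadjusted p under 0.05). The DESeq2 test, which the paper's methods name, gave 19 and 10 for macrophage-like and 21 and 9 for macrophage/monocyte-like cells, and none of the other alternatives set before the data were examined came within 1.5 times.

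The paper's log2 fold changes in Figure 2, B and D, were read by eye. In macrophage-like cells, Rpl41 was 1.31 against about 0.94, Rps28 1.86 against about 1, and Gm36161 -3.02 against about -1.2. In macrophage/monocyte-like cells, Ccl8 was 0.35 against about -1.5 and Mmp12 2.25 against about 1.3. For these genes, none of the alternatives set before the data were examined, where they could be computed, closed the gap. Miox in macrophage/monocyte-like cells was 2.20 (standard error 0.556) against about 1.4. The gap closed without the second rejecting kidney (1.60) and without the second tolerized kidney (1.42). At a resolution of 0.8 it was 0.73, in monocyte-like cells, because no cluster carried both marker lists. With the DESeq2 test it was 2.24, no nearer to the paper's value. In these 2 settings the gap only fell within larger standard errors, of 0.89 and 0.949. It did not close under the others.

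The paper states that Axl decreases along pseudotime toward an end held mostly by cells of tolerized kidneys. Here Axl rose along the order in 4 of 4 kidneys. That order was set to start at monocyte-like cells, which had little Axl, and left out conventional DC-like cells, unlike the paper's. When it was cut into 5 equal parts, the last held 487 cells of tolerized and 818 of rejecting kidneys (37.3% tolerized). The paper names Hsp90b1 with Tlr7 as unique to tolerized kidneys, among pairs between Macro-1 and PT-2. In all proximal tubule-like and macrophage-like cells, its mean score here was 0.802 in rejecting and 0.770 in tolerized kidneys. A score without a rule that calls pairs, in this wider set of cells, does not test uniqueness. The kidneys overlapped, and without the first rejecting kidney the scores were 0.773 and 0.770. It states that Axl is confined to macrophage clusters, whereas stroma-like cells had 92.2 CPM in the second rejecting and 102 CPM in the second tolerized kidney. In the first kidneys, the values were 353 CPM from 4 UMIs in the rejecting and 9.82 CPM from 1 UMI in the tolerized kidney. It states that Kap is higher in tolerized kidneys in all tubular segments, whereas the groups overlapped in proximal tubule-like cells and the log2 fold change was -0.05 in collecting duct-like cells (standard error 0.87), -1.01 without the second rejecting kidney, and 3.80 without the first. It was 0.57 in loop of Henle-like cells, -0.24 without the second rejecting kidney and 2.61 without the first. In distal convoluted tubule-like cells, where Kap was higher in tolerized kidneys as the paper states, it was 1.87 (1.21 to 3.14 with a kidney left out). It shows TNF as representative of T cell genes in rejecting against tolerized kidneys, and here the second rejecting kidney, at 21.1 CPM, was below the second tolerized kidney, at 22.8 CPM. Gpx3 and Atp5k in proximal tubule-like cells and Il21r in T cell-like cells, which the paper reports as changed, passed the FDR only with the DESeq2 test and without the filter on low counts, and S100g in loop of Henle-like cells and Ccl5 and Ccl8 in proximal tubule-like cells passed only without that filter.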

Other observations

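The tests of a library-wide difference in ribosomal protein genes, of free RNA from tubular cells and T cells in macrophage-like cells, and of donor sex were chosen after the results were seen.

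The 8 ribosomal protein genes of the signature rose in macrophage-like cells of tolerized kidneys and in other classes. A difference in depth per cell is argued against, since the median log2 fold change was 0.90 among macrophage-like cells of 5000 to 15000 UMIs, and so is a different mix of clusters, since it was 0.84 within the largest macrophage-like cluster. Gene length as the whole cause is argued against: over 10573 genes that are not ribosomal, the Spearman correlation of the log2 fold change with transcript length was -0.13 (-0.125), and in the pairings of a tolerized with a rejecting kidney it ranged from -0.153 to -0.023, while the 2 kidneys of a group gave 0.1 and 0.057. The lowest median of the 8 genes among T cell-like, B cell-like, NK cell-like, proximal tubule-like, loop of Henle-like, and collecting duct-like cells was 0.61, and in distal convoluted tubule-like cells, which were not in this test, it was 0.45, so a candidate explanation for part of the rise of the 8 genes is a difference between the libraries in these cell types. The other 70 genes did not move alike, with a median of 0.37 in T cell-like, 0.04 in proximal tubule-like, and -0.13 (-0.135) in loop of Henle-like cells. A response of all these cells to tolerance stays open, as untested.

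The 9 tubular genes that the paper lists for tolerized macrophages had a median log2 fold change of at least 0.54 in T cell-like, B cell-like, and NK cell-like cells too, so free RNA or fragments of tubular cells may contribute. Their summed CPM overlapped between the groups in T cell-like and B cell-like cells, where the first tolerized kidney, at 333.5 and 439, was below the first rejecting kidney, at 428.4 and 686.8. The 8 T cell genes listed for rejecting macrophages were lower in tubular cells of tolerized kidneys, with a median log2 fold change nearest 0 of -2.02, so free RNA or fragments of T cells may contribute there. Their summed CPM in proximal tubule-like cells was 189.4 and 30.9 in rejecting kidneys, highest in the first, against 13.2 and 11.1 in tolerized kidneys. In macrophage-like cells the groups overlapped, at 151 and 35.5 against 11.1 and 43.3 CPM. The study picked both lists from these libraries. Expression by macrophages stays open, as untested.

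For Ccl8 in proximal tubule-like cells of rejecting kidneys, the larger ratio to macrophage markers was 1.26 times that in macrophage-like cells, which is consistent with free RNA from macrophages. For C1qa, which the paper takes as a ligand of these cells, the larger ratio to macrophage markers was 0.769 times and the other 0.557 times, and free RNA may contribute there too. For Ccl5, the larger ratio to T cell markers was 2.05 times that in T cell-like and NK cell-like cells and the other was 0.548 times, so free RNA and expression by tubular cells cannot be told apart, because the 2 kidneys lie on both sides of the limit set for the test. Expression of these genes in tubular cells stays open, as untested.

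Kap differed between the tolerized kidneys. Donor sex is argued against, since Xist did not exceed 0.2 CPM in proximal tubule-like cells of any kidney and 4 genes of the Y chromosome summed to 82.4 to 108.3 CPM. No biological explanation was tested.

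Of the 855 genes at least 4-fold apart between naive and both transplanted groups in proximal tubule-like cells, 381 had at least 20 UMIs in B cell-like cells, and 88.5% of these differed in the same direction there, so a difference between library preparations or annotations may contribute. Free RNA from tubular cells in the droplets of B cell-like cells was not separated from it. An effect of transplantation, strain, or age stays open, as untested.

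In the comparison of macrophages with other cells, 1 of the 32 exchanges of the 2 sums within kidneys, the real arrangement, gave as many genes past the FDR, and the next gave 734. The sums were formed from clusters of these same cells by their expression, so this outcome was largely fixed in advance and excludes no explanation.

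A T cell-like cluster with few UMIs held 2085 cells of the first rejecting kidney and 222, 55, and 84 cells of the other transplanted kidneys. In that kidney, its cells had a median of 19.8% mitochondrial UMIs (19.81%) against 5.12% in other T cell-like cells, and 40713 against 19273 CPM of Malat1, so damaged cells are a candidate explanation. No biological explanation was tested.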
